# Herbal medicine formula Huazhuo Tiaozhi granule ameliorates dyslipidaemia via regulating histone lactylation and miR-155-5p biogenesis

**DOI:** 10.1186/s13148-023-01573-y

**Published:** 2023-11-02

**Authors:** Xiangjun Yin, Min Li, Yongzhi Wang, Guifang Zhao, Tao Yang, Yuqing Zhang, Jianbo Guo, Tiantian Meng, Ruolin Du, Honglin Li, Zhe Wang, Jian Zhang, Qingyong He

**Keywords:** Dyslipidaemia, Lactylation, Histone, miR-155-5p, Herbal medicine formula, Huazhuo Tiaozhi granule

## Abstract

**Background:**

Huazhuo Tiaozhi granule (HTG) is a herbal medicine formula widely used in clinical practice for hypolipidaemic effects. However, the molecular mechanisms underlying dyslipidaemia treatment have not been well elucidated.

**Results:**

A significant reduction in the levels of total cholesterol (TC) and low-density lipoprotein cholesterol (LDL-C) was observed in the serum of patients with dyslipidaemia after HTG treatment, without disruption in the levels of aspartate transaminase (AST), alanine transaminase (ALT), urea nitrogen (BUN), and creatinine (Cr). The dyslipidaemia rat model was induced by a high-fat diet and treated with Xuezhikang (0.14 g/kg/d) or HTG (9.33 g crude herb/kg/day) by gavage for 8 weeks. Body weight and liver index were markedly decreased in dyslipidaemic rats after treatment with Xuezhikang or HTG. HTG administration markedly ameliorated hyperlipidaemia by decreasing the levels of TC and LDL-C in serum and hepatic lipid accumulation. In vitro, lipid accumulation in LO2 and HepG2 cells was alleviated by serum treatment with HTG. High lactylation was observed in 198 proteins, including lactylation of histone H2B (K6), H4 (K80). Deep sequencing of microRNAs showed that miR-155-5p was significantly downregulated.

**Conclusions:**

This study demonstrates that HTG is an effective and safe formula for treating dyslipidaemia, which promotes lactylation in hepatocytes, and the retardation of miR-155-5p biogenesis.

**Graphical abstract:**

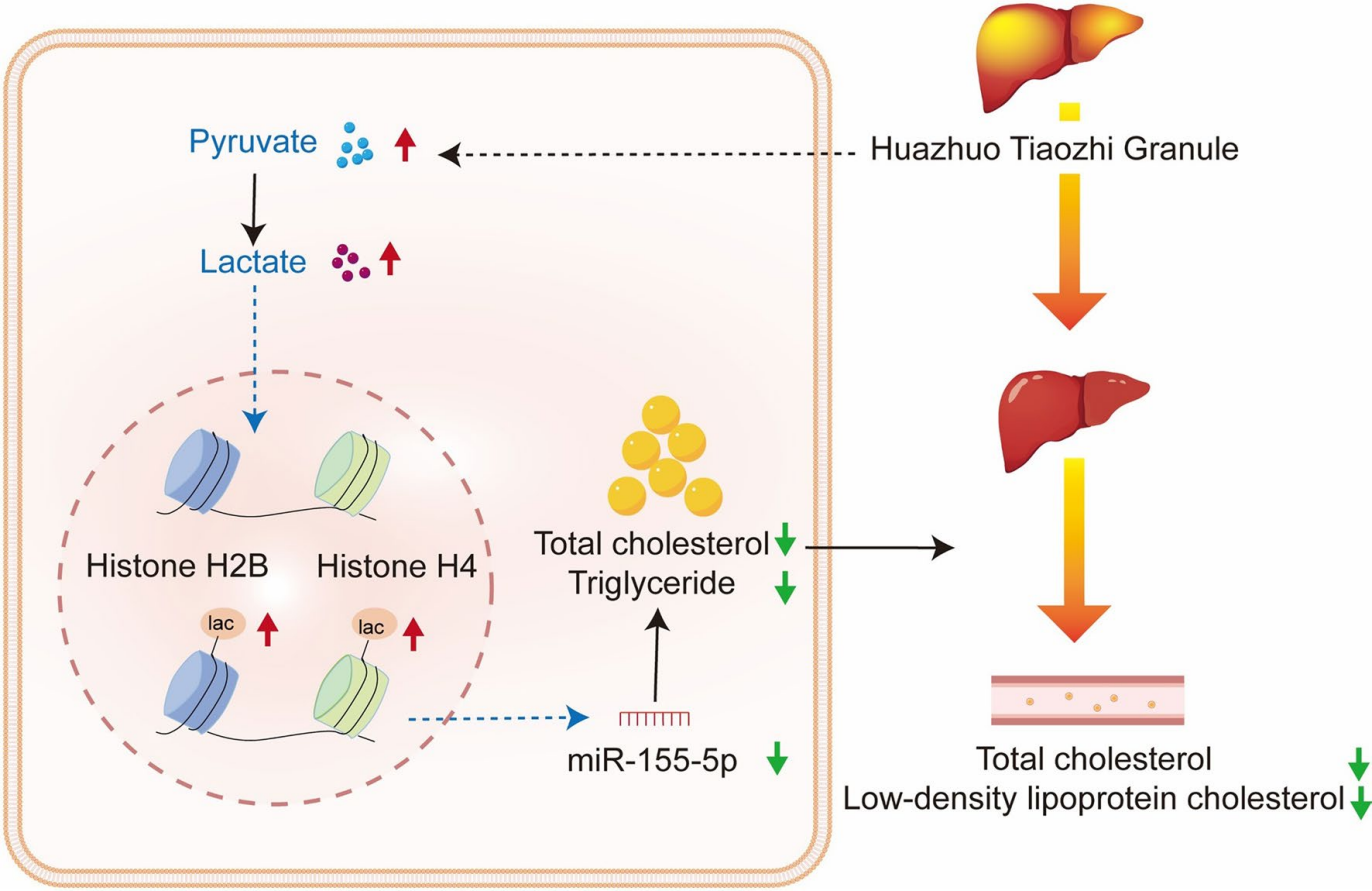

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13148-023-01573-y.

## Background

Dyslipidaemia is characterised by increased levels of total cholesterol (TC), triglycerides (TG), and low-density lipoprotein cholesterol (LDL-C), and decreased levels of high-density lipoprotein cholesterol (HDL-C) in the plasma. Hypercholesterolaemia is the most common type of dyslipidaemia, and elevated LDL-C levels are major risk factors for cardiovascular disease, the 8th leading risk factor for mortality in 2019 [1]. Thus, it is important to control plasma lipid concentrations.

Currently, lipid-lowering therapies mainly include statins, ezetimibe, bile acid sequestrants, and pro-protein convertase subtilisin/kexin type 9 inhibitors. Among these drugs, statins are the cornerstone of LDL-C lowering and are widely used in high-income countries which have substantially reduced the number of deaths from cardiovascular disease [2]. However, there are still some problems that cannot be ignored with the use of statins, such as potential harm to the liver and muscle, correlation with the emergence of new-onset diabetes mellitus, cognitive impairment, haemorrhagic stroke, and economic burden [3, 4]. Therefore, there is an urgent need for safe, effective, and affordable lipid-lowering agents.

Traditional Chinese medicine (TCM) has a history of more than 2000 years and plays an important role in the prevention and treatment of various diseases. It has the characteristics of low cost, effectiveness, and fewer side effects, and is widely used in China for treating dyslipidaemia, alone or in combination with western medicine [5–7]. Changes in diet and behaviour are the main causes of dyslipidaemia. From the perspective of the TCM theoretical system, these changes affect the spleen function and promote turbidity. Hence, the method of invigorating the spleen and dissolving turbidity is usually used to treat dyslipidaemia. Huazhuo Tiaozhi granule (HTG) is a representative formula. It was modified from the Zhizhu Pill, which was recorded in the book of *Treaties on the identification of Internal Diseases and External Damages* written by Li Gao from the Jin Dynasty. There are seven Chinese herbs in this prescription: Baizhu, Zhishi, Heye, Shanzha, Danshen, Bixie, and Huzhang. However, the mechanism of action of HTG in treating dyslipidaemia remains unclear.

Lactate is not only an energy source or a by-product of glycolysis, but recent studies have shown that a new post-translational modification, protein lactylation, is derived from lactate [8]. Accumulating evidence indicates that lactate acts as a signalling molecule and mediates gene transcription by lactylation of histones or non-histone proteins. Lactylation plays an important role in lactate metabolism and diseases [9]. It was reported that cellular plasticity is associated with histone lysine lactylation, a key sensor of metabolism [8]. Another study found that lipid accumulation could be improved by regulating fatty acid synthase lactylation [10]. Epigenetic reprogramming-linked lactylation is related to chronic metabolic disease [3, 11].

In this study, we investigated the effect of HTG on dyslipidaemia and explored the potential mechanism by which HTG regulates lipid metabolism in hepatocytes, using mRNA sequencing, microRNA (miRNA) sequencing, and lactylation proteomics. This study provides a novel pharmacological therapy for the treatment of dyslipidaemia and sheds new light on the role of lactylation in regulating miRNA biogenesis.

## Materials and methods

### Preparation of HTG

HTG contains seven Chinese herbs: including *rhizoma atractylodes macrocephalae* Baizhu (12 g), *fructus aurantii immaturus* Zhishi (6 g), *nelumbinis folium* Heye (10 g), *crataegi fructus* Shanzha (12 g)*, salvia miltiorrhiza* Danshen (15 g), *dioscoreae spongiosae rhizoma* Bixie (10 g), and *polygonum cuspidatum* Huzhang (15 g). All herbs were purchased from the Guang’anmen Hospital, China Academy of Chinese Medicine Science. HTG ingredients are mainly obtained via water or ethanol extraction. Briefly, *rhizoma atractylodes macrocephalae, fructus aurantii immaturus, nelumbinis folium, dioscoreae spongiosae rhizoma* were extracted twice in distilled water (1:10, w/v), for 1 h each time; *crataegi fructus* was extracted using a hydro-ethanolic solvent (70/30 ethanol and distilled water, v/v) twice, for 3 h and 2 h, respectively, then it was boiled in distilled water (1:10, w/v) three times, for 3 h, 2 h, and 1 h, respectively; *salvia miltiorrhiza* was extracted using a hydro-ethanolic solvent (80/20 ethanol and distilled water, v/v) twice, for 1.5 h and 1 h, respectively, then it was boiled in distilled water twice (1:10, w/v), for 1.5 h and 1 h, respectively; *polygonum cuspidatum* was boiled in distilled water twice, for 1 h each time, then hydro-ethanolic solvent (95/5 ethanol and distilled water, v/v) was added and allowed to stand for 12 h, the supernatant was collected. The filtered solutions were concentrated with a rotary evaporator at 60 °C, then the concentrates were evaporated to dryness. Finally, the extracts were stored at 4 °C for further experiments.

### Clinical participants and data collection

A total of 12 participants diagnosed with dyslipidaemia were enrolled in accordance with the Guidelines for the Prevention and Treatment of Dyslipidemia in Chinese Adults (2016, revised edition). Meanwhile, they met the TCM diagnosis of spleen deficiency and phlegm-blood stasis syndrome, according to the Guidance Principle of Clinical Study on New Drugs of Traditional Chinese Medicine (2002, revision edition). Patients were orally administrated with HTG (equivalent to 80 g of crude drug per day) provided by Jiangyin Tianjiang Pharmaceutical Co. Ltd. (Jiangyin, Jiangsu Province, China) for 8 weeks. During the treatment period, they were advised to follow a balanced and nutritious diet and exercise. Before and after treatment, blood was collected and lipid levels (TC, TG, LDL-C, and HDL-C) were detected. The safety of HTG was evaluated using aspartate transaminase (AST), alanine transaminase (ALT), urea nitrogen (BUN), and creatinine (Cr). This study was conducted in accordance with the principles of the Declaration of Helsinki and was approved by the Ethics Committee of Guang’anmen Hospital of the China Academy of Chinese Medicine Science.

### Animals and dyslipidaemia model establishment

130–150 g male Wistar rats were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. All animals were housed in the animal room of Guang’anmen Hospital, Chinese Academy of Traditional Chinese Medicine, under specific pathogen free (SPF) conditions, a 12 h light/dark cycle, and had access to food and water ad libitum. All procedures were performed in accordance with the guidelines and regulations of Guang’anmen Hospital.

The dyslipidaemia model was established prior to drug intervention. Wistar rats were fed a high-fat diet (78.8% basic diet, 1% cholesterol, 10% egg yolk powder, 10% pig fat, 0.2% sodium cholate) which was provided by Beijing HFK Bioscience Co., Ltd. (Beijing, China) for 4 weeks. Blood samples were collected from all rats via the retro-orbital venous plexus, and serum TC, TG, HDL-C, and LDL-C levels were measured using an automatic biochemical analyser (Beckman Coulter, Inc., Brea, USA).

### Experimental design

After 1 week of adaptive feeding, 24 rats were weighed and randomly divided into four groups (*n* = 6 per group): normal-fat diet, high-fat diet, xuezhikang, and HTG. Rats in the normal-fat diet group were fed a basic diet (Beijing HFK Bioscience Co., Ltd., Beijing, China), whereas the other rats were fed a high-fat diet for 12 weeks. Fifth week onwards, the animals were gavaged with different drugs suspended or dissolved in 0.5% carboxymethyl cellulose-Na (CMC-Na) twice daily for 8 weeks. The details were as follows: (a) Normal-fat diet group (NFD): received 0.5% CMC-Na 20 mL/kg/d; (b) High-fat diet group (HFD): received 0.5% CMC-Na 20 mL/kg/d; (c) Xuezhikang group (XZK): received Xuezhikang capsule (Beijing WBL Peking University Biotech Co., Ltd., Beijing, China) 0.14 g/kg/d; (d) HTG group (HTG): received Huazhuo Tiaozhi granule 9.33 g crude herb/kg/d.

At the end of the experiment, all the rats were fasted for 12 h and anaesthetised with sodium pentobarbital (45 mg/kg, intraperitoneal injection). Blood samples were collected from abdominal aorta and kept at room temperature for 2 h, then centrifuged at 3000 rpm for 15 min at 4 °C to obtain the serum. The liver tissues were also harvested, they were washed with 0.9% saline solution and weighed, cut into four pieces, two pieces were quickly frozen in liquid nitrogen and then stored at − 80 °C, two pieces were fixed in 10% neutral-buffered formalin.

### Determination of body weight and liver index

The body weights (g) of the rats in all groups were measured weekly. At the end of the experiment, the rats were anaesthetised, abdominal aortic blood was sampled, the liver was quickly removed and weighed, and the liver index was calculated as follows: liver index = liver weight/body weight × 100.

### Biochemical detection

After 8 weeks of pharmacological intervention, the concentrations of serum lipids (TC, TG, HDL-C, and LDL-C) and liver function (AST and ALT) were measured using an automatic biochemical analyser (Beckman Coulter, Inc., Brea, USA).

### Liver histological analysis

The liver tissues were fixed in 10% neutral-buffered formalin for 48 h, dehydrated in ascending ethanol grades, and embedded in paraffin. The samples were sliced into 5 μm and stained with haematoxylin and eosin (H&E). To observe the accumulation of lipid droplets, the fixed tissues were dehydrated with 30% sucrose for 24 h and then frozen and sliced into 10 μm slices. Frozen sections were stained with Oil Red O (Solarbio Science & Technology Co., Ltd., Beijing, China). Finally, histological changes in the liver tissues were observed under a light microscope (Olympus, Tokyo, Japan).

### Preparation of medicated serum

Twenty Sprague–Dawley rats (200–220 g) were randomly divided into two groups (10 rats per group): the control group (with the same volume of 0.5% CMC-Na) and the other group was administered HTG (9.33 g crude herb/kg/d) via gastric perfusion once a day for 7 d. Then blood was taken from abdominal aortic 1 h after the final administration, kept at room temperature for 2 h, centrifuged at 3000 rpm for 15 min at 4 °C to obtain the medicated serum. The serum was inactivated in water at 56 °C for 30 min, then stored at − 80 °C. It was filtrated with a 0.22 μm cellulose acetate membrane before use.

### Effects of HTG on lipid levels in LO2 and HepG2 cells

The human liver cell lines LO2, HepG2 were purchased from iCell Bioscience Inc (Shanghai, China), and cultured in Dulbecco’s modified Eagle’s medium (DMEM, gibco, USA) supplemented with 20% foetal bovine serum (FBS, Biological Industries, Israel), 10% FBS, respectively, 100 U/ml of penicillin, and 100 µg/ml of streptomycin (gibco, USA) at 37 °C and 5% CO_2_. A hyperlipidaemia model of LO2 or HepG2 cells was established using free fatty acids (FFA, oleate and palmitate, 2:1; Sigma-Aldrich, USA) at a final concentration of 1 mM for 24 h, while the control group was incubated in normal medium. Cells were seeded at a density of 250,000 cells/well in 6-well plates. They were allowed to attach overnight prior to HTG-medicated serum for 24 h and then exposed to FFA during drug treatment. After treatment, the concentrations of TC, TG, lactate, and pyruvate in the cells were determined using commercial kits (Jiancheng Bioengineering Institute, Nanjing, China). The cells were fixed in 10% neutral-buffered formalin for 15 min and stained with Oil Red O.

### Analysis of lactylation proteomics

Lactylation proteomics was performed by Jingjie PTM BioLabs (Hangzhou, China). Briefly, the Proteins were extracted from cell samples using a high-intensity ultrasonic processor (Scientz, Ningbo, China) in lysis buffer (8 M urea, 1% protease inhibitor cocktail), digested with trypsin, and the tryptic peptides were labelled with their respective TMT reagents (Thermo Fisher Scientific, MA, USA). To enrich modified peptides, tryptic peptides were dissolved in NETN buffer (100 mM NaCl, 1 mM EDTA, 50 mM Tris–HCl, 0.5% NP-40, pH 8.0) and incubated with prewashed antibody beads (Jingjie PTM BioLabs, Hangzhou, China) at 4 °C overnight with gentle shaking. The resulting peptides were desalted using C18 ZipTips (Millipore, MA, USA) for liquid chromatography coupled with tandem mass spectrometry (LC–MS/MS) analysis. The tryptic peptides were loaded onto a home-made reversed-phase analytical column (25-cm length, 75 μm i.d.) and separated on an EASY-nLC 1200 UPLC system (Thermo Fisher Scientific, MA, USA). The separated peptides were analysed using Q ExactiveTM HF-X (Thermo Fisher Scientific, MA, USA) with a nano-electrospray ion source. The resulting MS/MS data were processed using the MaxQuant search engine (v.1.6.15.0). Gene Ontology (GO) annotation, domain annotation, subcellular localisation, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment, and COG/KOG functional classification were performed.

### Seahorse XF glycolytic rate assay

The experiment was performed according to the instructions of the XF Glycolytic Rate Assay Kit instructions (Agilent, Santa Clara, CA, USA). Briefly, LO2 cells were plated at 15,000 cells/well in 96-well Seahorse XF 96 assay plates overnight before exposure to FFA (1 mM) and drug treatment for 24 h. The extracellular acidification rate (ECAR) was measured using an XF 96 flux analyser (Agilent, Santa Clara, CA, USA). On the day of this assay, the culture medium was changed to unbuffered DMEM (DMEM supplemented with 25 mM glucose and 10 mM sodium pyruvate; pH 7.4) and the cells were incubated at 37 °C in a non-CO_2_ incubator for 1 h. LO2 cells were stimulated with rotenone, antimycin A (0.5 μM) and 2-DG (50 mM). Eight independent experiments were performed. ECAR was automatically calculated and recorded using Seahorse XFe-96 software.

### miRNA-seq and data analysis

Total RNA was isolated using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and purified using the RNeasy Mini Kit (Qiagen, Carlsbad, USA) according to the manufacturer’s instructions. RNA quality and quantity were measured using Nanodrop ND-1000, and gel electrophoresis was performed to determine RNA integrity. After quality control, the miRCURY™ Hy3™/Hy5™ Power labelling kit (Exiqon, Vedbaek, Denmark) was used according to the manufacturer’s guideline for miRNA labelling. Then the Hy3™-labelled samples were hybridised on the miRCURYTMLNA Array (v.18.0) (Exiqon, Vedbaek, Denmark) according to the array manual. The slides were scanned using an Axon GenePix 4000 B microarray scanner (Axon Instruments, Foster City, CA, USA). The scanned images were imported into GenePix Pro 6.0 software for grid alignment and data extraction. Replicated miRNAs were averaged and miRNAs intensities ≥ 30 in all samples were chosen for calculating the normalisation factor by median normalisation. Differentially expressed miRNAs were identified through fold-change (> 2 or < 0.5) and *p* values (< 0.05).

### RNA-seq

Total RNA was extracted from the liver tissue of dyslipidaemic C57BL/6 J mice using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and purified using the RNeasy mini kit (Qiagen, Carlsbad, USA). RNA quality and quantity were assessed using a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, Santa Clara, USA). For library construction, we selected high-quality RNA samples with an RIN > 7.0. The mRNA was purified using Dynabeads Oligo (dT) (Thermo Fisher Scientific, MA, USA). The fragmented RNA was reverse transcribed into cDNA using SuperScript II Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA). To generate U-labelled second-stranded DNAs, Escherichia coli DNA polymerase I, RNase H, and a dUTP solution were used. Adapters with T-base overhangs were ligated to the A-tailed fragmented DNA, and size selection was performed using AMPureXP beads. After treatment with the heat labile UDG enzyme, PCR amplification of the ligated products was performed. The final cDNA library had an average insert size of 300–50 base pairs (bp). Paired-end sequencing (PE150) was conducted on an Illumina NovaSeq 6000 platform following the recommended protocol provided by the vendor.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

The extracted RNA was reverse transcribed to cDNA using the miRNA First-Strand cDNA Synthesis Kit (ComWin Biotech Co., Ltd., Beijing, China) or the riboSCRIPT Reverse Transcription Kit (RiboBio, Guangzhou, China) according to the manufacturer’s instructions. qRT-PCR was performed using a miRNA Real-time PCR Assay Kit (ComWin Biotech Co., Ltd., Beijing, China) or a Bulge-Loop^TM^ miRNA qRT-PCR Kit (RiboBio, Guangzhou, China) according to the manufacturer’s instructions. The PCR procedure was as follows: 95 °C for 10 min, 95 °C for 15 s, and 60 ℃ for 1 min × 40 cycles. The miRNA levels were calculated with the 2^−△△Ct^ method and normalised to U6. The primers were shown in Additional file 1: Table S1.

### Cell transfection for miR-155-5p mimics

Chemical mimics of miR-155 (RiboBio, Guangzhou, China) were used to upregulate the expression level of miR-155. Mimics were transfected into LO2 cells using Lipo8000 Reagent (Beyotime, Shanghai, China) for 48 h. After qRT-PCR analysis of the transfection efficiency, LO2 cells were exposed to FFA- or HTG-medicated serum for subsequent experiments.

### Pull down

The cells were lysed after HTG treatment using lysis buffer (Thermo Fisher Scientific, MA, USA). Then the cell lysates were pulled down by protein A/G agarose (Beyotime, Shanghai, China) and incubated with the primary antibody against L-Lactyl Lysine Rabbit pAb (Jingjie PTM BioLabs, Hangzhou, China) overnight at 4 °C. After elution from beads, the protein was added with sodium dodecyl sulfate (SDS) buffer at 100 °C for 5 min.

### Western blot analysis

Following the quantitative concentration of total protein extracted from the liver tissue or cells, a loading buffer was added for high-temperature denaturation. Subsequently, the chilled protein samples were stored in different containers at –20 °C to prevent repeated freeze–thaw cycles. The protein samples were subjected to electrophoresis on SDS gels and transferred to appropriately sized nitrocellulose membranes soaked in a transfer buffer. To block nonspecific binding, the blots were incubated with 5% skim milk. Primary antibodies against histone H2B (Proteintech, Wuhan, China), histone H4 (Jingjie PTM BioLabs, Hangzhou, China), and α-tubulin (Proteintech, Wuhan, China) were applied to the blots overnight. After washing with tris-buffered saline containing 0.05% Tween-20 (TBST), the protein bands were incubated with a secondary antibody (Cell Signalling Technology, Boston, MA, USA) at room temperature for 1 h. The enhanced ECL immunoblotting system (Tanon, Shanghai, China) was utilised to detect the specific antibody fluorescence density of the protein bands, and ImageJ (NIH, Bethesda, MD, USA) was employed for analysis and statistical evaluation.

### LC–MS/MS analysis of HTG

The LC–MS/MS analysis was performed using a U3000 UHPLC system (Thermo Scientific, MA, USA) coupled with a TripleTOF5600 + mass spectrometer (AB SCIEX™). Components of HTG were separated on a 150 × 2.1 mm BEH C18 column with 1.7 μm particle size (Waters, MA, USA). The column temperature was 35 °C. The mobile phase was a mixture of 0.1% formic acid (A) and acetonitrile (B) delivered at a speed of 0.3 mL/min. The gradient elution was performed as follows: 0–8 min (A: 95%, B: 5%), 8–10 min (A: 50%, B: 50%), 10–12 min (A: 5%, B: 95%), 12–15 min (A: 95%, B: 5%). The mass spectrometer was equipped with an electrospray ionisation (ESI) source and operated in the positive and negative modes. The ESI conditions were performed as follows: ion source gas 1: 50 psi, ion source gas 2: 50 psi, curtain gas: 25 psi, source temperature: 500 °C (positive mode) and 450 °C (negative mode), ion sapary voltage floating (ISVF): 5500 V (positive mode) and 4400 V (negative mode), TOF MS scan range: 100–1200 Da. Secondary mass spectrometry was acquired using information dependent acquisition (IDA) with high sensitivity mode, declustering potential: ± 60 V, collision energy:35 ± 15 eV.

### Statistical analysis

All data are shown as mean ± standard deviation and were analysed using SPSS software (version 20.0; SPSS Inc., Chicago, USA). Comparisons between the two groups were performed using Student’s *t*-test or nonparametric rank sum tests. Multiple comparisons were performed using one way analysis of variance (ANOVA) or nonparametric rank sum tests. *p* values < 0.05 were considered statistically significant.

## Results

### HTG protected against dyslipidaemia

The chemical compounds in HTG were detected using LC–MS/MS and aligned to databases, including MassBank, RIKEN MSn spectral database for phytochemicals (ReSpect), and Global Natural Products Social Molecular Networking (GNPS). The parameters for database matching included peak detection, alignment, and identification settings. A total of 120 chemical compounds (total score ≥ 80) were detected and 10 compounds (total score ≥ 91.5) were listed in Table 1.

**Table 1:** Identification of chemical compounds in HTG

No	TR/min	Adduct	Total score	Formula	Compound
1	5.66	[M−H]−	96.9	C_21_H_20_O_12_	Hyperoside
2	5.18	[M−H]−	95.2	C_26_H_28_O_16_	Peltatoside
3	6.53	[M−H]−	94.6	C_14_H_12_O_3_	Trans-resveratrol
4	5.48	[M+H]+	94.6	C_15_H_10_O_7_	Quercetin
5	9.82	[M−H]−	93.9	C_15_H_10_O_5_	Emodin
6	5.88	[M+H]+	93.5	C_15_H_10_O_6_	Kaempferol
7	6.25	[M−H]−	93.4	C_18_H_16_O_8_	Rosmarinic acid
8	6.13	[M−H]−	92.4	C_25_H_24_O_12_	3,4-di-O-caffeoylquinic acid
9	2.58	[M−H]−	92.1	C_7_H_6_O_3_	Protocatechuic aldehyde
10	4.20	[M−H]−	91.9	C_15_H_14_O_6_	Catechin

We evaluated the efficacy and safety of HTG in treating dyslipidaemia with a treatment period of 8 weeks and a total of 12 participants. The baseline characteristics of the patients were shown in Additional file 2: Table S2. HTG significantly reduced the levels of TC and LDL-C without disrupting serum TG and HDL-C levels (Fig. 1a). The levels of ALT, AST, BUN and Cr remained within normal ranges after treatment (Additional file 3: Table S3).

**Fig. 1:**
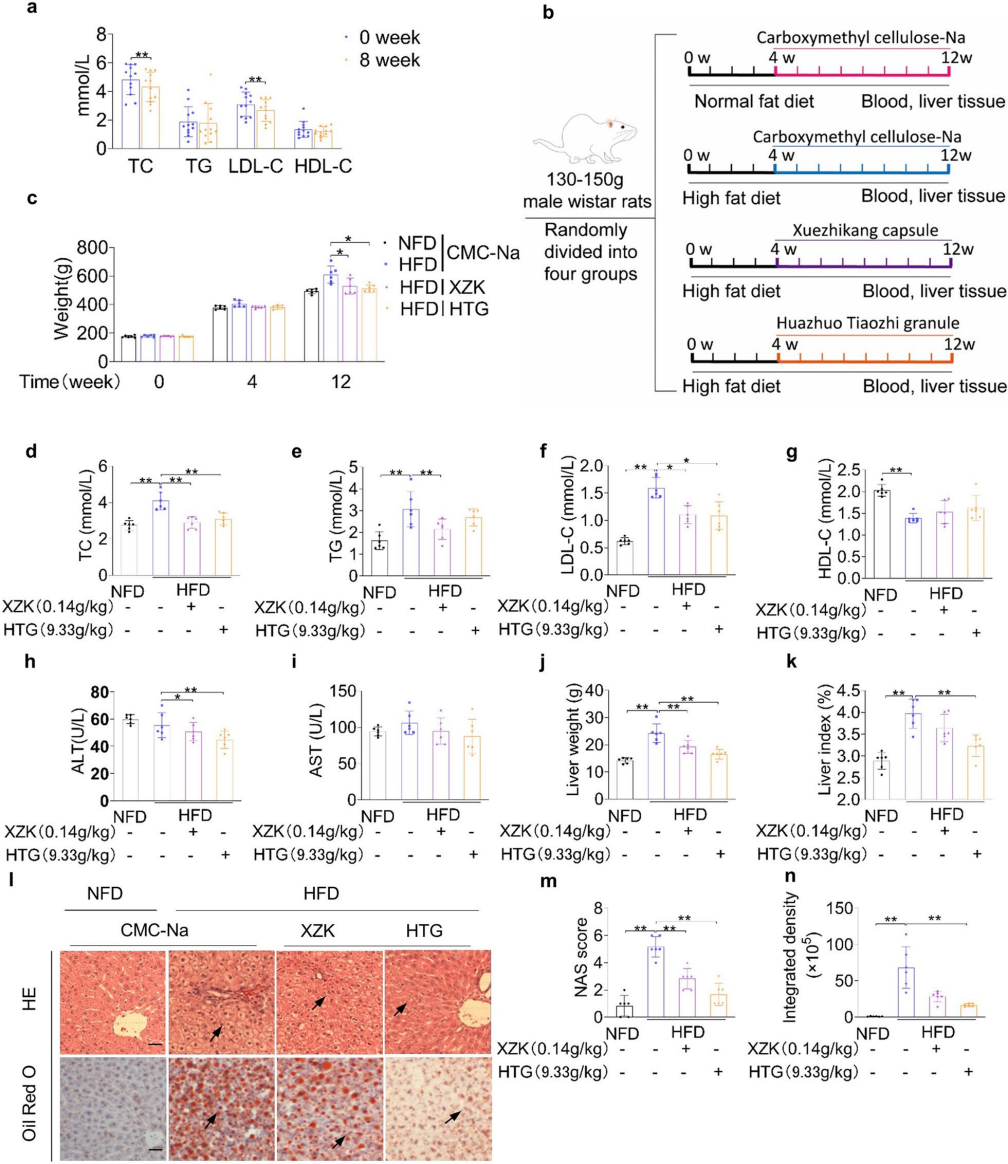
Effects of HTG on lipid profiles. **a** TC, TG, LDL-C, HDL-C levels of dyslipidaemia patients after 8 weeks HTG treatment. **b** Overview of the experimental design in Wistar rats. **c** Body weight of rats at different time points (0, 4, 12 weeks). **d** TC level in serum after HTG treatment for 8 weeks. **e** TG level in serum after HTG treatment for 8 weeks. **f** LDL-C level in serum after HTG treatment for 8 weeks. **g** HDL-C level in serum after HTG treatment for 8 weeks. **h** AST levels in serum. **i** ALT levels in serum. **j** Liver weight of rats after HTG treatment for 8 weeks. **k** Liver index of rats after HTG treatment for 8 weeks. **l, m, n** Histological changes in rats after HTG treatment for 8 weeks. Scale bars, 100 μm. *p < 0.05, **p < 0.01, versus HFD group

Rats were fed a high-fat diet to establish a dyslipidaemia model and the effects of HTG and the positive control, XZK were evaluated. The body weight of rats in the HTG group was significantly lower than that of rats in the model group fed a high-fat diet for 12 weeks (Fig. 1b-c). After treatment for 8 weeks, HTG administration significantly reduced the levels of TC and LDL-C in the serum, which was consistent with the results in the human samples (Fig. 1d–g). HTG treatment significantly decreased ALT levels, whereas drug intervention had no significant effect on AST levels (Fig. 1h–i). The liver weight and index of the rats in the XZK and HTG groups were lower than those in the HFD group (Fig. 1j–k). H&E staining showed that HTG treatment protected against the disordered arrangement of hepatocytes, infiltration of inflammatory cells, and hepatic steatosis. HTG administration markedly reduced the accumulation of lipid droplets in the livers of rats fed a high-fat diet, as detected by Oil Red O staining (Fig. 1l–n).

### The treatment of HTG enhanced lipid metabolism in fatty liver in mice

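Liver RNA from 3 animals fed a high-fat diet (HFD group) and 3 animals fed the same diet and given HTG (HTG group) was sequenced. HTG, the Huazhuo Tiaozhi granule, is a herbal preparation. For its rats, the paper describes HTG given by gavage and an HFD group given the vehicle, 0.5% sodium carboxymethyl cellulose. Its text describes no dosing or vehicle for mice. The paper's RNA sequencing paragraph names C57BL/6 J mice, the sample labels name rats, and the deposited gene rows carry mouse Ensembl identifiers, so the values were read as mouse genes. The paper gives 12 weeks of diet and 8 weeks of HTG at 9.33 g of crude herb per kg per day for its rats, and the labels give 12 weeks for the intervention in these libraries. Poly(A) RNA was made into paired-end, strand-marked libraries. The authors deposited 2 values per gene and library, an estimated count rounded to a whole number and an FPKM value, which divides the fragments by transcript length and by the library's total. The paper's text names no aligner, counting tool or genome build for these values. The estimated counts summed to 65353298, 70910444 and 69907057 in HFD libraries 1, 2 and 3, and to 78549295, 90563477 and 50648778 in HTG libraries 1, 2 and 3. Low counts came in steps: a value of 4 occurred 6450 times over the 6 libraries, against 2549 times for a value of 3 and 1757 times for a value of 5. A sequenced fragment was therefore taken as worth about 4 counts. The limit that an empty gene allows, 3 fragments, was 12 counts, or between 0.123 and 0.256 CPM depending on the library, where CPM are counts scaled to each library's normalised total. These limits cover counting error only. Across genes, which are not independent replicates, the log2 values of the libraries correlated with r between 0.951 and 0.958 within the HFD group, between 0.948 and 0.959 within the HTG group, and between 0.917 and 0.959 across the groups, and no library repeated another. The counts were scaled between libraries by edgeR's TMM method and compared by its quasi-likelihood test over the 18455 genes, out of 32930 listed, that passed edgeR's default expression filter. Each p-value was adjusted over the genes tested by the Benjamini-Hochberg method. Choices that could change the numbers are the expression filter, the scaling and the reading of 1 fragment as 4 counts.

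**Figure D1:**
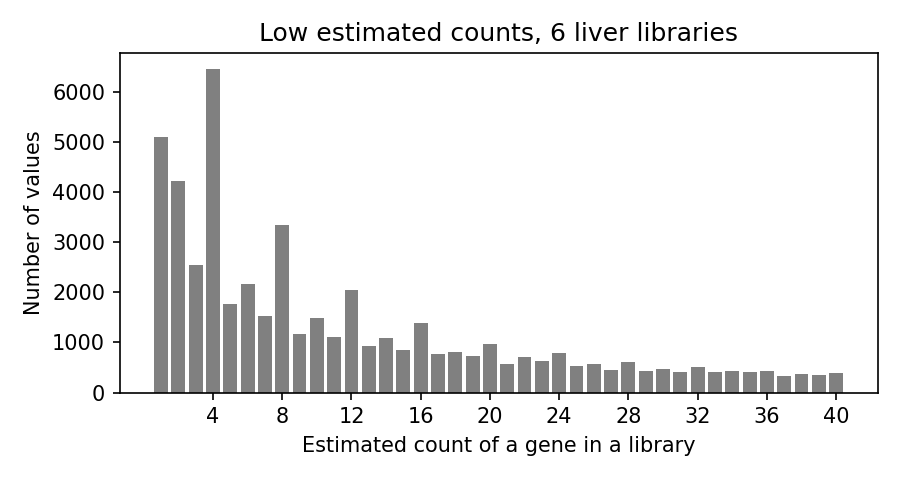
Number of gene values (vertical axis) at each estimated count from 1 to 40 (horizontal axis), over the 6 liver libraries together. The values 4, 8 and 12 stand above their neighbours, with 6450, 3333 and 2041 values.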

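At an unadjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds drawn in Fig. 2a, 917 genes were higher and 716 genes were lower in the HTG group than in the HFD group. Their median log2 fold changes were 1.36 and -1.37. Without the fold-change threshold, 2275 genes were higher and 2288 lower at an unadjusted p under 0.05, 24.7% of the genes tested, where chance alone would give 923 genes. At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1 gene was higher and 1 was lower, and at an adjusted p under 0.1 the numbers were 999 and 1002. The tool moved this count most, since DESeq2 called 1091 genes higher and 1310 lower at an adjusted p under 0.05. The filter and the count scale moved it within edgeR too. With at least 10 counts required in every library, 369 genes were higher and 315 lower at that threshold. With counts divided by 4, a choice made after the data were examined, the numbers were 459 and 363. In 5917 genes, or 32.1%, the normalised counts of the groups did not overlap, against 10% by chance. With 3 libraries against 3, a single gene cannot go below p = 0.1 in an exact two-sided permutation test. Coordinates are given as the authors' table lists them, without a named genome build. The gene higher at an adjusted p under 0.05 was the unnamed lncRNA gene ENSMUSG00000121092 (chromosome 8, 129231424 to 129231957), with 2.52 ± 0.27 CPM (SD, n = 3) in the HFD group and 12.7 ± 1.26 (SD, n = 3) in the HTG group. Its log2 fold change was 2.34 (standard error 0.21, adjusted p = 0.04 from edgeR's quasi-likelihood test). The gene lower at that threshold was Gemin4 (ENSMUSG00000049396, chromosome 11, 76101397 to 76108490), which lies inside the span of Glod4 on the same strand, so that its counts could be split between both. Gemin4 had 9.04 ± 2.08 CPM (SD, n = 3) in the HFD group and was at or under the limit of an empty gene in every HTG library, at least 50.9-fold lower. Among the genes labelled in Fig. 2a, Hsd3b5 (ENSMUSG00000038092, chromosome 3, 98525950 to 98537568) had counts of 412, 201 and 81 in HFD libraries 1, 2 and 3 and of 2456, 6890 and 1004 in HTG libraries 1, 2 and 3. Its log2 fold change was 3.60 (standard error 0.65, adjusted p = 0.0553 from edgeR's quasi-likelihood test). Ptgs2 had counts of 8, 672 and 677 in the HFD libraries and of 14, 13 and 20 in the HTG libraries, so HFD library 1 had fewer counts than any HTG library. Bcat1 had 8, 144 and 101 counts in the HFD libraries and 14, 0 and 3 in the HTG libraries, so HFD library 1 lay within the range of the HTG counts. Its unadjusted p was 0.0603 without HFD library 2 and 0.0897 with the replicate number as a block (edgeR's quasi-likelihood test). All 9 labelled genes passed the volcano thresholds. None had an adjusted p under 0.05 over all genes tested in edgeR's quasi-likelihood test (from 0.0553 to 0.149). Adjusted over the list alone, all 9 were under 0.05, which is not independent evidence, since the study chose them on these libraries. Among the alternative fits described below, at least 1 put each of these genes under an adjusted p of 0.05, and at least 1 other put it above. The genes with the smallest p among non-overlapping genes with a mean of at least 50 counts also included Cep85, 2200002D01Rik, C730036E19Rik and Zfp692 among the rises and Gbe1, C77080, Ppp3r1 and the pseudogene Ncoa4-ps, which can share reads with its parent gene, among the falls. Cep85 rose from 122 ± 21.7 to 676 ± 251 CPM (SD, n = 3 per group). Gbe1, which encodes a glucan branching enzyme, fell from 122 ± 33.4 to 27.8 ± 5.32 (SD, n = 3 per group). The log2 fold changes of these 2 genes were 2.48 (standard error 0.31) and -2.13 (standard error 0.25), each with an adjusted p of 0.0527 from edgeR's quasi-likelihood test.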

Volcano plots of the RNA deep sequencing showed that the RNA expression of 462 genes were increased and that of 580 genes were decreased, respectively (Fig. 2a). GO analysis showed that the biological processes (BP) of lipid metabolism in the fatty liver were upregulated in HTG-treated mice (Fig. 2b–d). This metabolic pathway was enhanced in the HTG group, as confirmed by KEGG analysis (Fig. 2e).

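The authors' table annotates 697 genes with the GO term lipid metabolic process, of which 614 were tested. Past the volcano thresholds, 12 of them were higher and 54 were lower in the HTG group. Against the genes tested, the 12 higher genes were 0.393 times the number expected by chance. The 54 lower genes were 2.27 times that number (one-sided Fisher's exact test, p = 1.8e-08, adjusted p = 3.23e-07 over the 18 terms of Fig. 2b whose names appear in the table). Both directions together gave 66 genes, 1.21 times the number expected (one-sided Fisher's exact test, p = 0.0562). Counting only the genes with an adjusted p under 0.05 moved this ratio most, to 0, since only 2 genes were counted, and all annotated genes as the background gave 1.73. Over all 614 genes, whether past the thresholds or not, 68.6% had a lower fitted value in the HTG group, and the median log2 fold change was -0.31. The set lay below the other genes in limma's camera test with a preset correlation of 0.01 (two-sided, adjusted p = 0.000613 over the 18 terms), and its own change, without regard to the other genes, was downward in limma's fry test (two-sided, adjusted p = 0.0364). The groups did not overlap in 141 lower and 50 higher genes of the set. In the 6 fits that each left out 1 library, the median stayed between -0.37 and -0.21. Among the 18 terms, over-representation had an adjusted p under 0.05 in 0 terms for higher genes, in 5 for lower genes and in 1 for both together, transmembrane transport, with 18 genes higher and 37 lower (adjusted p = 0.00753, one-sided Fisher's exact test). The study drew these terms from its analysis of the same libraries, so their over-representation is not independent evidence. The adjustment covers only the terms drawn. The term regulation of transcription by RNA polymerase II had 63 genes higher and 23 lower, without over-representation in either direction. Over its 1153 genes tested the median log2 fold change was 0.18, with 38.2% lower, and the set rose in limma's fry test (adjusted p = 0.0367) and not at that threshold in camera (adjusted p = 0.0719).

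**Figure D2:**
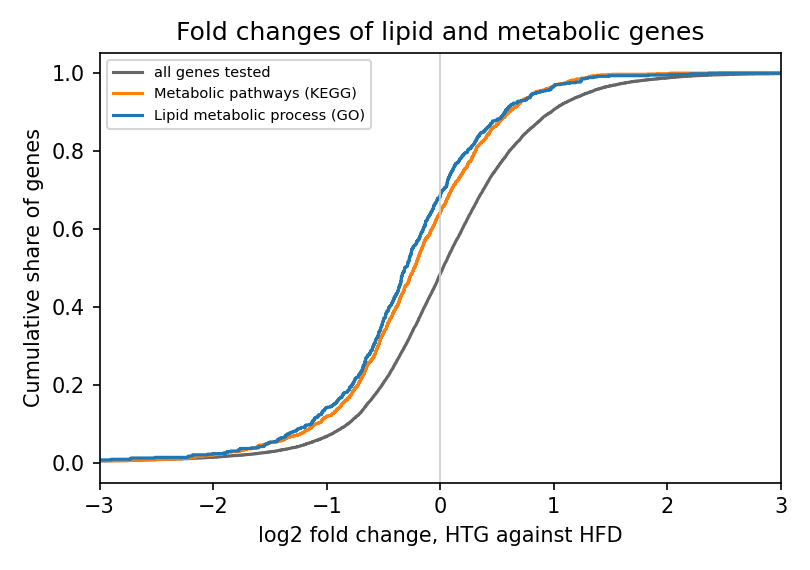
Cumulative share of genes (vertical axis) against the log2 fold change of HTG over HFD (horizontal axis, which leaves out the few genes beyond its ends), for all 18455 genes tested, the 1342 genes of the KEGG entry Metabolic pathways and the 614 genes of the GO term lipid metabolic process. At a fold change of 0 the lipid curve stands at 68.6% and the Metabolic pathways curve at 64.2%.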

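In the heatmap of Fig. 2c, 22 gene names could be read, 6 of them drawn higher and 16 drawn lower in the HTG group. All 21 that were tested changed in the drawn direction and passed the volcano thresholds, and in 18 the groups did not overlap. None had an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test, from 0.0538 to 0.149). Adjusted over the list alone all 21 were under 0.05, which is not independent evidence, since the study drew the list from these libraries. Among the alternative fits described below, at least 1 put each of the 21 under an adjusted p of 0.05, and at least 1 other put it above. Apoa1 (ENSMUSG00000032083, chromosome 9, 46139878 to 46141764), which encodes apolipoprotein A-I, rose from 7160 ± 579 to 16900 ± 1810 CPM (SD, n = 3 per group). Its log2 fold change was 1.24 (standard error 0.25, adjusted p = 0.0582 from edgeR's quasi-likelihood test). Aspg rose from 168 ± 10.6 to 398 ± 109 CPM, and Cyp2u1 from 9.33 ± 0.876 to 22.1 ± 8.82 (SD, n = 3 per group). Hao2, which did not pass the expression filter, had 0 counts in every HFD library and 24, 35 and 3 counts in HTG libraries 1, 2 and 3, at least 1.4-fold higher. Cpt1a (ENSMUSG00000024900, chromosome 19, 3372334 to 3435733), which encodes a carnitine palmitoyltransferase of fatty acid oxidation, fell from 442 ± 148 to 193 ± 43 CPM (SD, n = 3 per group). Its log2 fold change was -1.19 (standard error 0.29, adjusted p = 0.0654 from the same test). Zadh2 fell from 63.2 ± 17.1 to 25.2 ± 0.178 CPM (SD, n = 3 per group), with the smallest adjusted p of the list, 0.0538 (edgeR's quasi-likelihood test). The log2 fold changes of the 16 lower genes lay between -1.44 and -1.19. Single libraries weighed on 6 of them. Without HFD library 2, Fitm2 (-0.63), Gpat4 (-0.49), Ephx1 (-0.87), Insig2 (-0.81) and Hadhb (-0.80) kept their direction and no longer had an unadjusted p under 0.05. Apart from Ephx1, these genes also lost it without HTG library 2 and without HTG library 3. Ces2c lost it without HFD library 3 (-0.58) and without HTG library 1 (-1.23). Of the 24 genes of Fig. 2d, 22 were tested, and all 22 changed in the drawn direction past the volcano thresholds, 10 higher and 12 lower. Their adjusted p-values ran from 0.0527 to 0.12 (edgeR's quasi-likelihood test). For each of these 22 too, at least 1 alternative fit gave an adjusted p under 0.05, and at least 1 other gave one above. The zinc finger gene Zfp692 (chromosome 11, 58197895 to 58205453) rose from 7.27 ± 0.618 to 22.2 ± 4.81 CPM (SD, n = 3 per group), a log2 fold change of 1.61 (standard error 0.20). Lpin1, which encodes the phosphatidate phosphatase lipin 1, fell from 128 ± 28.4 to 38.6 ± 11.3 (SD, n = 3 per group), and Mycl fell from 8.49 ± 1.14 to 2.45 ± 0.427 (SD, n = 3 per group). In 4 of the 22 genes, 1 group was at or under the limit of an empty gene in every library. Zfp981 and Gm42417 were at least 3.96-fold and 4.93-fold higher, and Rhox5 and Fosl1 at least 4.47-fold and 4.11-fold lower. Fosl1 had 13, 36 and 105 counts in HFD libraries 1, 2 and 3, so its bound leans on HFD library 3. Without 1 library, 4 genes of Fig. 2d kept their direction and no longer had an unadjusted p under 0.05: Zbtb42 without HFD library 2 (-0.71), Onecut1 without HTG library 3 (1.07), Zfp981 without HTG library 1, and H1f2 without HFD library 2 (-0.86), HTG library 2 (-0.90) or HTG library 3 (-1.06). From the GO analysis of such genes, the paper states that lipid metabolism in the fatty liver was upregulated by HTG.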

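The KEGG entry Metabolic pathways held 1342 genes that were tested, of which 37 were higher and 117 were lower in the HTG group past the volcano thresholds. The 117 lower genes were 2.25 times the number expected by chance (one-sided Fisher's exact test, p = 4.82e-17), and the 37 higher genes were 0.555 times that number. Here too, Fisher's test takes genes as independent, which genes measured in the same animals are not. The median log2 fold change was -0.23, and 64.2% of the genes had a lower fitted value (limma's camera, adjusted p = 0.000498, and fry, adjusted p = 0.0424, both two-sided over the 14 pathways found by name). Leaving out 1 library at a time kept this median between -0.32 and -0.17. Of the 14 pathways of Fig. 2e whose names appear in the authors' table, 12 were over-represented at an adjusted p under 0.05 with both directions together, 7 for lower genes alone and 2 for higher genes alone (one-sided Fisher's exact tests). These numbers are not independent evidence, since the study drew the pathways from its analysis of the same libraries. The adjustment covers only the pathways drawn. Lower genes made up all those past the thresholds in Carbon metabolism (22 of the 110 genes tested), Glycolysis / Gluconeogenesis (12 of 56) and Ascorbate and aldarate metabolism (8 of 27). Their median log2 fold changes were -0.56, -0.65 and -0.90. Biosynthesis of amino acids had 16 genes lower and 1 higher, and Bile secretion had 15 lower and 3 higher. Cholesterol metabolism had 7 lower and 5 higher, over-represented for lower genes (adjusted p = 0.00534) and for both directions (adjusted p = 0.00216, one-sided Fisher's exact tests). Its median log2 fold change was -0.26, with no adjusted p under 0.05 in limma's camera (adjusted p = 0.063) or fry (adjusted p = 0.0863). The 2 pathways over-represented among higher genes were Oxidative phosphorylation, with 20 genes higher and 5 lower (adjusted p = 2.52e-05), and Thermogenesis, with 23 higher and 9 lower (adjusted p = 0.00297, both from one-sided Fisher's exact tests). Of the 20 higher genes of Oxidative phosphorylation, 13 are encoded by the mitochondrial genome and share sequence with nuclear copies that carry counts of their own. Among its other 107 genes, 7 were higher and 5 were lower. The genes that Thermogenesis shares with Oxidative phosphorylation were not counted, so its rise may rest partly on the same mitochondrial mRNAs. Over the 14 pathways, 8 had an adjusted p under 0.05 in camera and 8 in fry. Counting the genes with an adjusted p under 0.05 in place of those past the volcano thresholds left 0 over-represented pathways, since only 2 genes were counted.

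**Figure D3:**
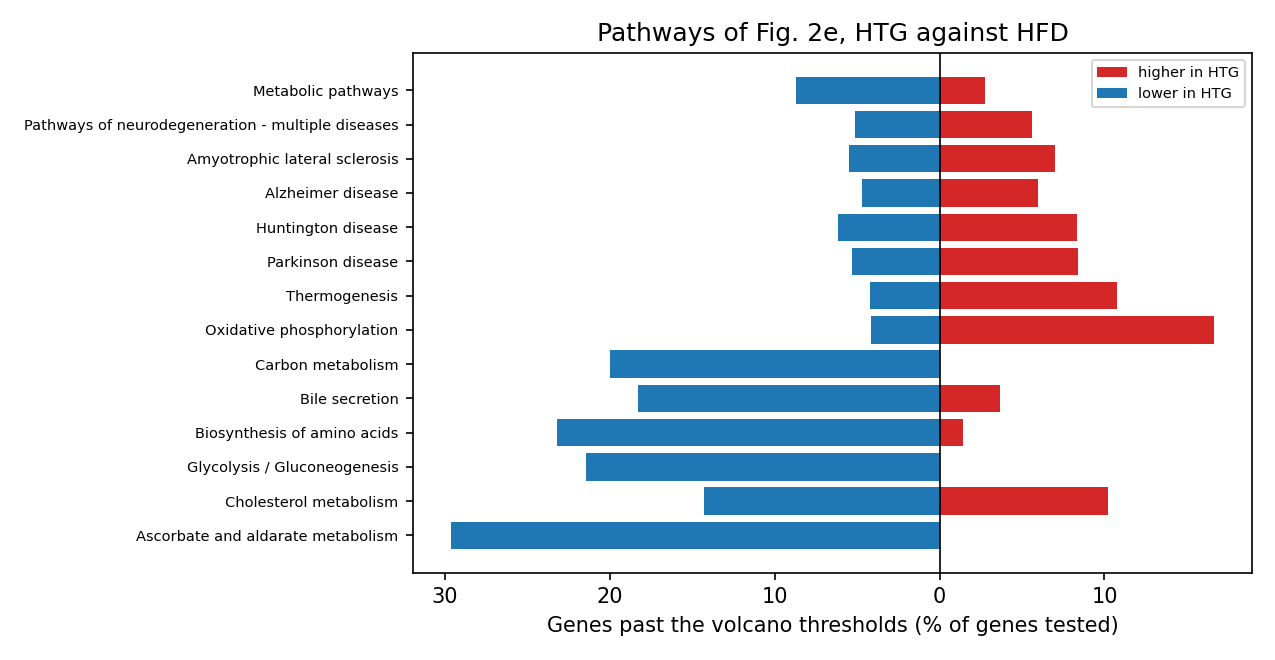
Share of the tested genes of each pathway (horizontal axis, percent) that were higher (red, to the right) or lower (blue, to the left) in the HTG group past the volcano thresholds, for the 14 pathways of Fig. 2e found by name. Ascorbate and aldarate metabolism reaches 29.6% on the lower side, and Oxidative phosphorylation reaches 16.7% on the higher side.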

**Fig. 2:**
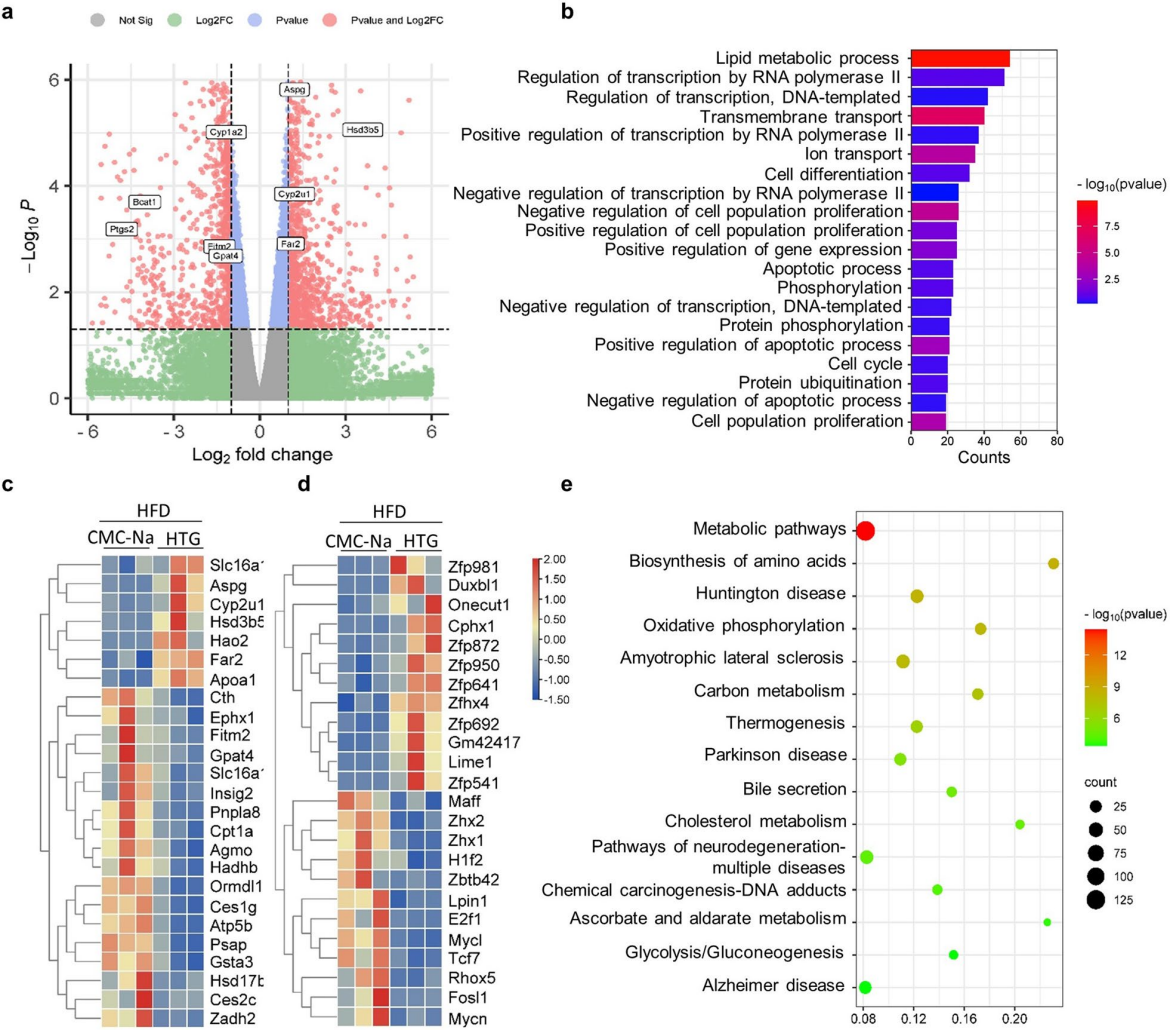
Screening of different expressed genes (DEGs) in liver tissues of dyslipidaemia mouse with HTG treatment or not. **a** Volcano plots. **b** GO analysis shows the biological process of DEGs **c** The heatmap plot of DEGs (top 26) enriched in lipid metabolic process. **d** Heatmap plot of DEGs (top 25) enriched in regulation of transcription by RNA polymerase II. **e** KEGG pathway

### The treatment of HTG attenuated lipid accumulation and enhanced compensatory glycolysis in vitro

To evaluate cytotoxicity, LO2 cells (Additional file 4: Fig. S1) were treated with different concentrations of FFA (0, 0.25, 0.5, 1.0, and 1.5 mM) or HTG-medicated serum (0%, 5%, 10%, 15%, and 20%) for 24 h and no disruption in cell viability was detected after intervention with FFA- or HTG-medicated serum (Fig. 3a, b). Compared with the FFA-treated group, lipid droplets were significantly reduced after HTG-medicated serum intervention (Fig. 3c). As expected, the TC and TG levels in LO2 cell lysates were reduced (Fig. 3d, e). Similar results were observed in HepG2 cells, where TG levels reduced and lipid deposition improved (Fig. 3f, g). In addition, elevated lactate and pyruvate levels were detected in LO2 cell supernatant after HTG treatment (Fig. 3h, i). LO2 cells treated with HTG displayed enhanced compensatory glycolysis and showed no differences in ECAR or basal glycolysis (Fig. 3j–l).

**Fig. 3:**
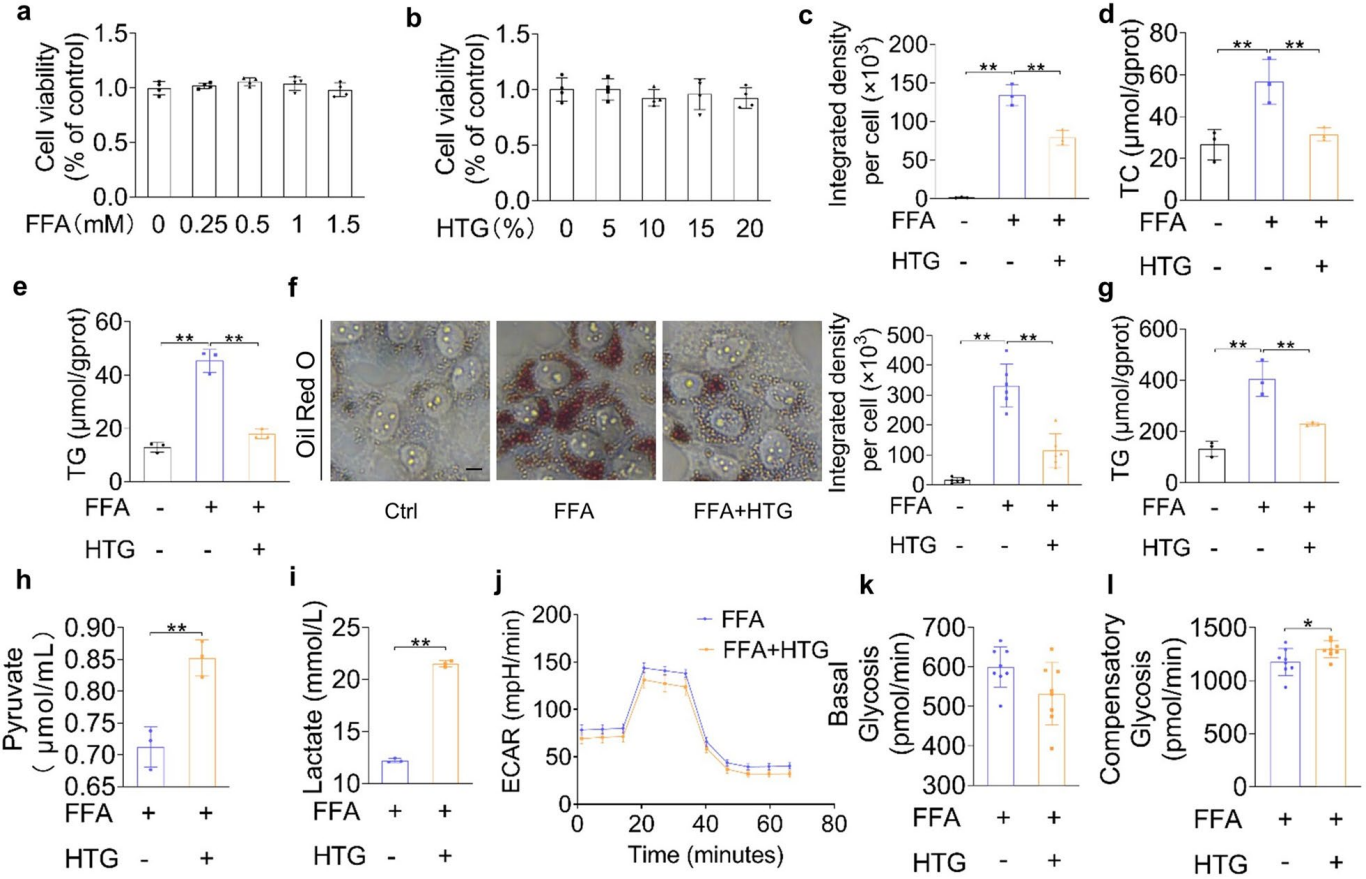
Effects of HTG on liver cells stimulated with FFA (free fatty acids). **a** Cell viability of LO2 cells stimulated with different concentrations of FFA (0, 0.25, 0.5, 1, 1.5 mM) for 24 h. **b** Cell viability of LO2 cells after HTG treatment (0%, 5%, 10%, 15%, 20%) for 24 h. **c** Integrated density per LO2 cell after red oil O staining. **d**, **e** TC, TG levels of LO2 cells after 20% HTG-medicated serum treatment for 24 h. **f** Red oil O staining of HepG2 cells after 10% HTG-medicated serum treatment for 24 h. Scale bars, 25 μm. **g** TG levels of HepG2 cells after HTG treatment for 24 h. **h**, **i** Pyruvate, lactate levels in LO2 cells after HTG treatment. **j**, **k**, **l** Extracellular acidification rate (ECAR), basal glycosis, and compensatory glycolysis in LO2 cells. *p < 0.05, **p < 0.01, versus FFA group

### HTG administration enhanced the lactylation in hepatocytes stimulated with FFA

Panlactylated protein was detected (Fig. 4a), and lactylation proteomics was performed in LO2 cells stimulated with FFA after HTG treatment. A total of 199 proteins and 270 lysine lactylation (Kla) sites were identified (Fig. 4b, c), including 1 Kla site on 1 protein was downregulated (fold change < 0.5), 269 Kla sites on 198 proteins were upregulated (fold change > 1.5). The 198 proteins with high lactylation levels after HTG treatment, included histone H2B (K6) and H4 (K80) lactylation. Lactylation links lipid metabolism with gene regulation. The heatmap showed the modification sites near the amino acid frequency change on a scale (DS), which indicates that the frequency of lysine modification sites was significantly increased (Fig. 4c). Subcellular localisation showed that 123 proteins were localised in the nucleus, and 57 proteins were localised in the cytoplasm (Fig. 4d). KEGG pathway enrichment showed that the pathway of RNA-mediated gene silencing was a significant biological process, which indicated that miRNA function played an important role in lactylation after HTG treatment (Fig. 4e).

**Fig. 4:**
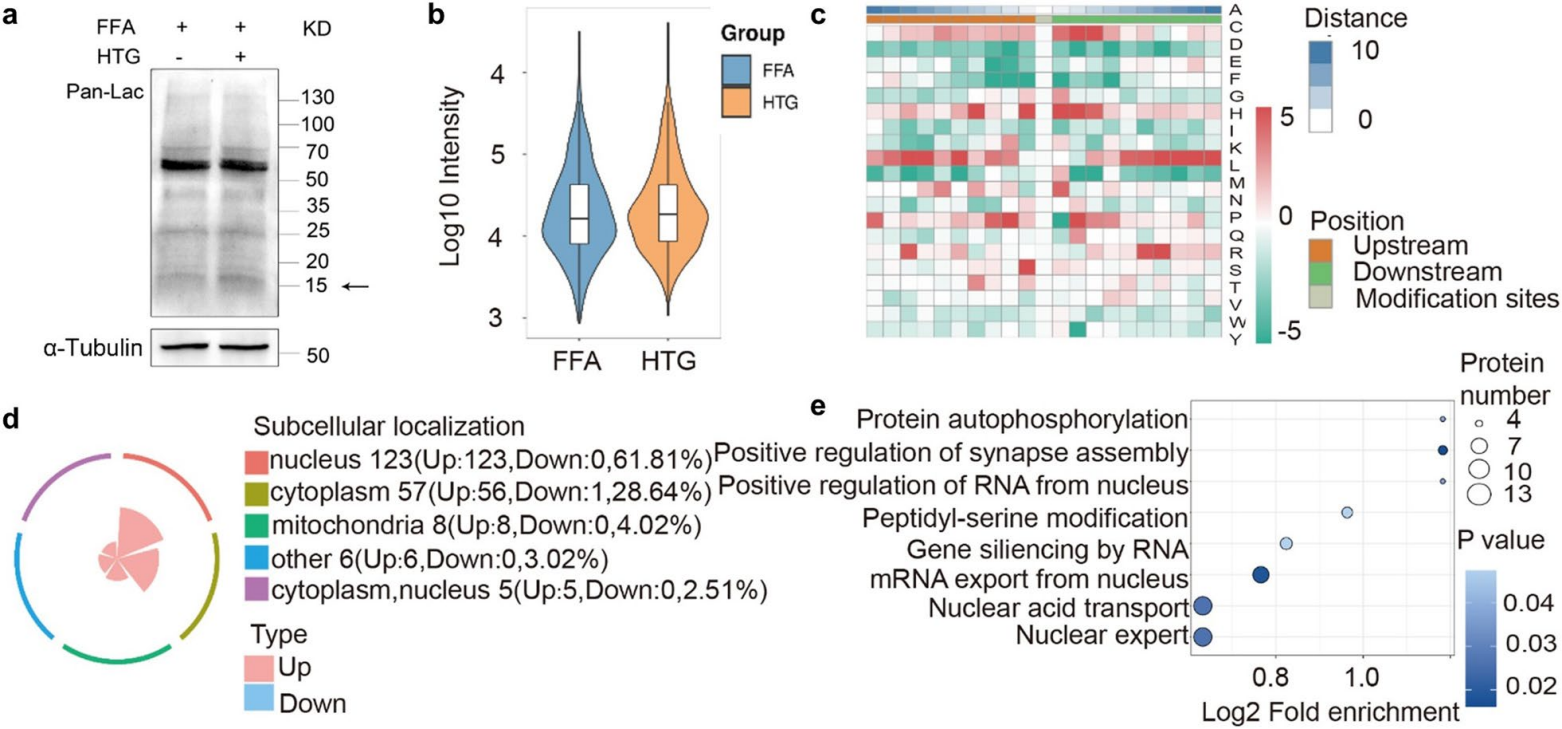
Effects of HTG on protein lactylation. **a** Panlactylated protein expression. **b** Differentially lactylated proteins and modified sites. **c** Heat map of the modification sites near the amino acid. **d** Subcellular localization of lactylated proteins. **e** KEGG pathway analysis

### HTG administration disrupted miR-155-5p expression in hepatocytes

Deep sequencing of miRNAs revealed 119 differentially expressed miRNAs in the HTG group, in which 72 miRNAs were upregulated and 47 miRNAs were downregulated. The top 10 upregulated and downregulated miRNAs compared to the HFD group are shown in Fig. 5a. The expression of rno-miR-155-5p was significantly lower in the HTG group than that in the HFD group (Fig. 5b). To further confirm HTG improved lipid accumulation by downregulating miR-155-5p. miR-155-5p mimics were transfected into LO2 cells, which significantly increased TC and TG levels in LO2 cells (Fig. 5c–e).

**Fig. 5:**
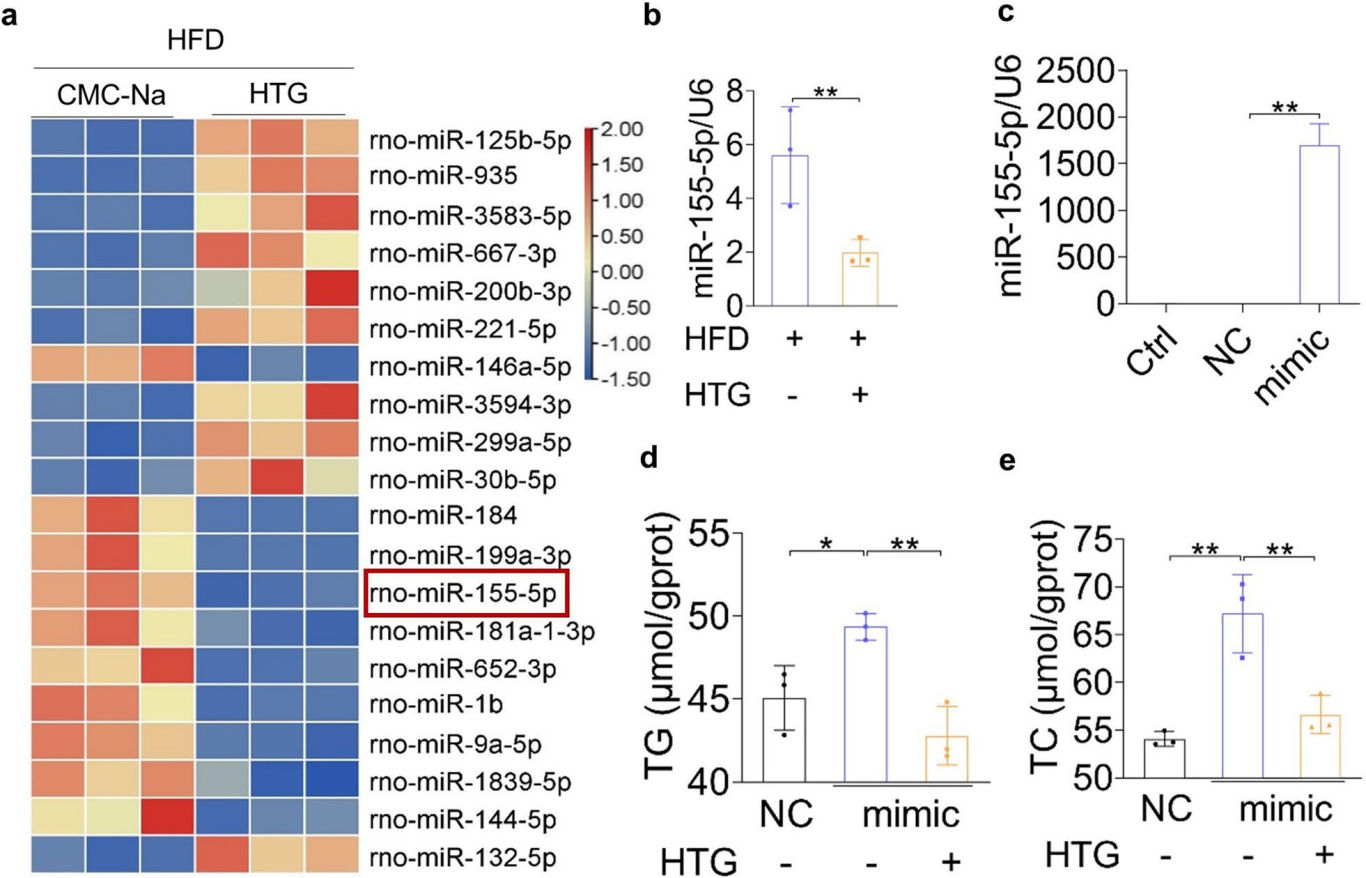
Effects of HTG on liver miRNAs expression. **a** Hierarchical cluster analysis of differentially expressed miRNAs between HFD group and HTG group in dyslipidaemia rats. **b** Relative expression of miR-155-5p detected by RT-PCR. **c** Relative expression of miR-155-5p in LO2 cells after miR-155-5p mimics intervention for 48 h by RT-PCR. **d**, **e** Effects of miR-155-5p mimics on TC, TG levels of LO2 cells stimulated with FFA after 20% HTG-medicated serum treatment for 24 h. *p < 0.05, **p < 0.01, versus HFD group or FFA group

### HTG administration enhanced histone lactylation and RNA processing in hepatocytes

The COG/KOG functional classification revealed that 41 proteins were enriched in RNA processing and modification (Fig. 6a). The differentially lactylated proteins which regulate RNA processing, cellular metabolic process were shown in Fig. 6b, c. Histone H2B lactylation strongly correlated with cellular metabolic process, including chromodomain helicase DNA binding protein 4 (CHD4) and REST corepressor 1 (RCOR1) (Fig. 6d, e). Moreover, the expression of histone H2B, and H4 lactylation after HTG treatment in cells stimulated with FFA was significantly upregulated, as detected by western blotting (Fig. 6f).

**Fig. 6:**
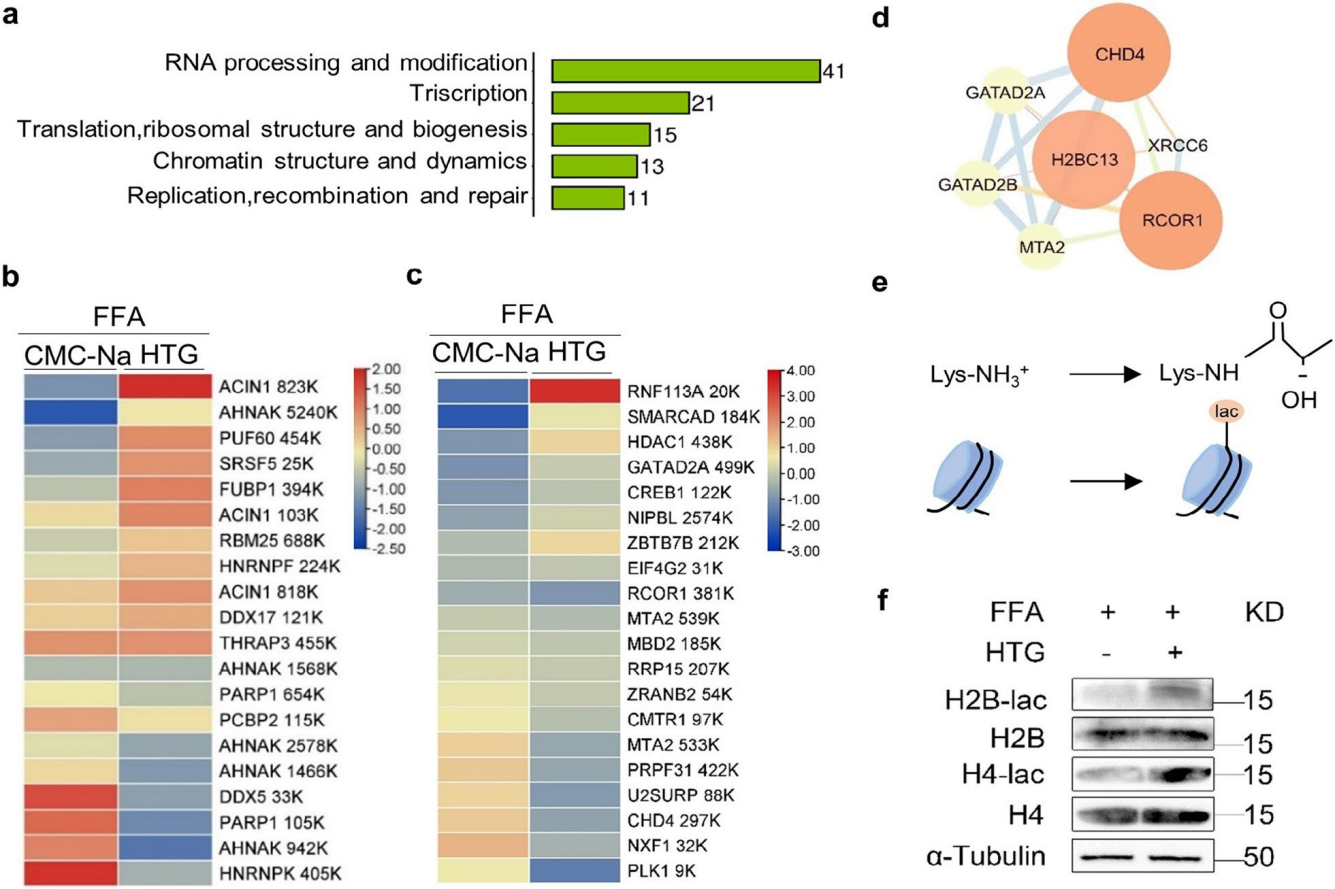
Effects of HTG on histone lactylation. **a** Number of lactylated proteins enriched in genetic information processing via KEGG pathway analysis. **b** Cluster of lactylated proteins involved in regulation of RNA splicing. **c** Cluster of lactylated proteins (top 20) involved in regulation of cellular metabolic process. **d** PPI analysis of H2BC13. **e** Histone lactylation. **f** Western blot analysis of H2B, H4 lactylation levels

## Discussion

Dyslipidaemia is a prevalent metabolic disease associated with a high risk of cardiovascular diseases, such as coronary disease and stroke. The effective prevention and management of dyslipidaemia significantly reduces cardiovascular morbidity and mortality [1–3]. Recently, TCM has garnered increasing attention due to its effectiveness and low toxicity in treating dyslipidaemia [12, 13]. In this study, we investigated the efficacy and safety of HTG in regulating lipid metabolism in animal models and in clinical practice. HTG significantly decreased serum levels of TC and LDL-C in dyslipidaemic rats after 8 weeks of treatment. Additionally, HTG reduced the body weight and liver index of rats and improved liver histological changes, especially lipid accumulation. Clinical practice has shown that HTG could significantly lower the concentrations of TC and LDL-C in the plasma of patients with dyslipidaemia, while AST, ALT, BUN, and Cr levels in the serum remained within the normal range after herbal medicine formula treatment.

In this study, we induced dyslipidaemia in rats using a high-fat diet, similar to the dietary habits of patients with hyperlipidaemia. Notably, high-fat diet-induced dyslipidaemia syndrome correlates well with the TCM syndrome of spleen deficiency, phlegm turbidity, and blood turbidity stagnation, whereas the dyslipidaemia model established through glucocorticoid injection represents a kidney-yang deficiency model [14]. HTG is a prescription containing seven herbs, some of which regulate lipid metabolism. For example, hyperoside, a predominant flavonoid in *nelumbinis folium*, has been shown to effectively lower cholesterol and triglyceride levels in rats with non-alcoholic fatty liver disease (NAFLD) via cholesterol metabolism pathways, such as amino acid N-acyltransferase 2 (Acnat2) and Apolipoprotein E (ApoE) [15].

MiRNAs have been widely used as biomarkers for the diagnosis and treatment of various diseases, including dyslipidaemia and atherosclerosis [16]. The liver is a dynamic organ which expresses diverse miRNAs that regulate lipid metabolism [17]. In the present study, we found that HTG restored the liver miRNA profile in dyslipidaemic rats, especially that of rno-miR-155-5p. MiR-155-5p was found to be highly expressed in the liver tissues of NAFLD rats and to promote NAFLD progression [18]. Moreover, miR-155-5p regulates cholesterol efflux and promotes atherosclerosis [19, 20]. Here, we demonstrate that HTG administration disrupts miR-155-5p expression and lipid accumulation in hepatocytes.

Histone post-translational modifications are essential epigenetic processes which regulate chromatin functions and gene transcription, and are closely related to various diseases, including dyslipidaemia and NAFLD [21, 22]. Previous studies have shown that histone modifications (trimethylation, acetylation, etc.) can regulate cellular biological processes by targeting lipid metabolism genes or interfering with miRNA biogenesis [23, 24]. Recently, studies found that lactylation is a novel metabolic reprogramming code, and histone lactylation links to gene transcription and metabolic regulation [11]. It may be crucial to elucidate the mechanism of HTG in treating dyslipidaemia from the perspective of histone lactylation. Here, we found that HTG could increase the concentration of lactate in liver cells, which induced protein lactylation, further analysis revealed that the lactylated proteins enriched in RNA processing or cellular metabolic process. Moreover, we found that the expression of histone H2B, and H4 lactylation upregulated after HTG treatment in liver cells stimulated with FFA. These results indicate that HTG may regulate lipid metabolism by enhancing histone lactylation and downregulating miR-155-5p expression. The relation between histone lactylation and miR-155-5p in regulating lipid metabolism still needs to be further explored. Our study provides a new therapeutic strategy for the treatment of dyslipidaemia.

## Conclusions

HTG is an effective formula for treating dyslipidaemia, especially in lowering TC and LDL-C levels. It is safe, and does not damage liver or kidney function. This potential mechanism may be related to the promotion of lactylation in hepatocytes, and the retardation of miR-155-5p biogenesis.

### Supplementary Information

**Additional file 1: Table S1.** Primer sequences used for qRT-PCR.

**Additional file 2: Table S2.** Baseline characteristics of patients enrolled (n = 12).

**Additional file 2: Table S3.** Liver function, kidney function before and after HTG treatment.

**Additional file 2: Figure S1.** The STR profiling report and authentication certificate of LO2 cells.

## Data Availability

Raw data reported in this article, including RNA-seq, miRNA-seq, have been deposited in the Gene Expression Omnibus database under the accession number GSE241805, GSE241806. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [25] partner repository with the dataset identifier PXD045069. All data used and/or analysed in this study are available from the corresponding author on reasonable request.

## Abbreviations

HTG: Huazhuo Tiaozhi granule
TC: Total cholesterol
TG: Triglyceride
LDL-C: Low-density lipoprotein cholesterol
HDL-C: High-density lipoprotein cholesterol
AST: Aspartate transaminase
ALT: Alanine transaminase
TCM: Traditional Chinese medicine
FFA: Free fatty acids
SPF: Specific pathogen free
CMC-Na: Carboxymethyl cellulose-Na
NFD: Normal-fat diet
HFD: High-fat diet
XZK: Xuezhikang
H&E: Hematoxylin and eosin
DMEM: Dulbecco’s modified Eagle’s medium
FBS: Foetal bovine serum
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
qRT-PCR: Quantitative real-time polymerase chain reaction
SD: Sodium dodecyl sulfate
miRNA: MicroRNA
TBST: Tris buffered saline with Tween-20
BUN: Urea nitrogen
Cr: Creatinine
ECAR: Extracellular acidification rate
LC–MS/MS: Liquid chromatography coupled to tandem mass spectrometry
ReSpect: RIKEN MSn spectral database for phytochemicals
GNPS: Global Natural Products Social Molecular Networking
BP: Biological processes
Kla: Lysine lactylation
CHD4: Chromodomain helicase DNA binding protein 4
RCOR1: REST corepressor 1
NAFLD: Non-alcoholic fatty liver disease
Acnat2: Amino acid *N*-acyltransferases 2
ApoE: Apolipoprotein E
DEG: Different expressed gene

# Supplementary material for: Herbal medicine formula Huazhuo Tiaozhi granule ameliorates dyslipidaemia via regulating histone lactylation and miR-155-5p biogenesis
**Source:** Clin Epigenetics. 2023 Nov 2;15:175. doi: 10.1186/s13148-023-01573-y
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Primer sequences used for qRT-PCR.

**Additional Files**

**Additional file 1: Table S1.** Primer sequences used for qRT-PCR.

|  | **Primer sequences** |
| --- | --- |
| rno-miR-155-5p | Forward: 5’-TTAATGCTAATTGTGATAGGGGT-3’ |
| U6 | Forward: 5’-CTCGCTTCGGCAGCACATATACT-3’ |
|  | Reverse: 5’-ACGCTTCACGAATTTGCGTGTC-3’ |
| Bulge-Loop hsa-miR-155-5p Primer Set | RiboBio, MQPS0003669-1-100 |
| Bulge-Loop U6 qPCR Primer Set | RiboBio, MQPS0000002-1-100 |
| micrON hsa-miR-155-5p mimic | RiboBio, miR1180504053308-1-5 |
| micrON mimic NC #22 | RiboBio, miR1N0000001-1-5 |

# Supplementary material for: Herbal medicine formula Huazhuo Tiaozhi granule ameliorates dyslipidaemia via regulating histone lactylation and miR-155-5p biogenesis
**Source:** Clin Epigenetics. 2023 Nov 2;15:175. doi: 10.1186/s13148-023-01573-y
**Supplement:** Supplementary file 2 — Additional file 2: Table S2. Baseline characteristics of patients enrolled (n = 12).

**Additional file 2: Table S2.** Baseline characteristics of patients enrolled (n=12).

|  | **0 week** |
| --- | --- |
| Sex (male/female) | 10/2 |
| Age (years) | 60.00±12.83 |
| BMI (kg/m^2^) | 24.09±3.04 |

# Supplementary material for: Herbal medicine formula Huazhuo Tiaozhi granule ameliorates dyslipidaemia via regulating histone lactylation and miR-155-5p biogenesis
**Source:** Clin Epigenetics. 2023 Nov 2;15:175. doi: 10.1186/s13148-023-01573-y
**Supplement:** Supplementary file 3 — Additional file 2: Table S3. Liver function, kidney function before and after HTG treatment.

**Additional file 3: Table S3.** Liver function, kidney function before and after HTG treatment.

|  | **0 week** | **8 week** |
| --- | --- | --- |
| ALT（U/L） | 20.51±12.34 | 19.34±8.44 |
| AST（U/L） | 21.69±7.29 | 20.68±6.40 |
| BUN（mmol/L） | 6.45±2.38 | 5.67±1.64 |
| Cr（mmol/L） | 68.43±10.52 | 70.01±11.01 |

How the deposited data were processed for this re-analysis (not part of the article)

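Liver RNA from 3 HFD and 3 HTG animals was analysed. The paper's methods and the sample labels differ on the species (mouse and rat), and the deposited gene rows are mouse Ensembl genes. Samples were grouped by their labels and the paper, and every column of values belonged to 1 of these 6 samples.

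The authors deposited an estimated count per gene and library, rounded to whole numbers and not normalised between libraries, and an FPKM value, which they scaled by transcript length and by the fragments of each library. The paper's text and the table name no aligner, counting tool, filter or genome build, so coordinates are given as the table lists them. Whether the counting used the strand is not stated, and counts of overlapping, antisense and near-identical genes are uncertain. The estimated counts were used as whole numbers. Their low values came in steps of about 4, so the depth in fragments was taken as the totals divided by 4, between 12662194 and 22640869 per library, and the limit of an empty gene was set at 3 fragments, or 12 counts. The table of RefSeq genes supplied for reference is of another species and was not used here.

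The main test was edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM scaling, filterByExpr) in R 4.3.3, with the group as the only term. The smallest p that 3 libraries against 3 allow in an exact permutation test is 0.1. Sets were taken from the GO and KEGG terms in the table and tested with camera (preset correlation 0.01) and fry of limma 3.58.1, and genes past the volcano thresholds (unadjusted p under 0.05, absolute log2 fold change over 1) were tested for over-representation by a one-sided Fisher's exact test against the genes tested. A further 15 gene lists written before the data were examined covered fatty acid oxidation, fatty acid synthesis, cholesterol synthesis, bile acid synthesis, glycolysis, oxidative phosphorylation, the circadian clock, male-biased and female-biased liver genes, the acute phase, leukocytes, red cells, exocrine pancreas, mitochondrially encoded mRNAs and immediate early genes. A symbol on several rows was taken from the row with the most counts.

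The genes named in the text follow a rule set before the data were examined: those labelled or drawn in Fig. 2, those the paper's text names, and in each direction the 5 genes with the largest change at an adjusted p under 0.05. As fewer than 5 passed, the 5 with the smallest unadjusted p among genes past the volcano thresholds, with non-overlapping groups and a mean of at least 50 counts, were taken. The overlapping gene Glod4 was named after its values were seen.

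The scripts were tested on simulated counts drawn from the libraries' means, sizes and dispersions, with 200 genes changed. Of the 189 changed genes among the 17798 tested there, 84 (44.4%) had an adjusted p under 0.05, as did 13 unchanged genes. Unchanged genes were thus a larger share of these calls than the 0.05 that the adjustment allows. The volcano thresholds were passed by 136 changed genes in the right direction and by 371 unchanged genes. A simulated set of shifted genes had p-values of 8.9e-16 in camera and 0.000355 in fry, and a random set had 0.506 in camera.

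The alternatives set before the data were examined were DESeq2 1.42.0, no filter, at least 10 counts in every library, DESeq2's size factors, upper-quartile scaling, the replicate number as a block, each library left out in turn, an adjusted p in the volcano thresholds, limma on log2(FPKM + 0.1) for genes with a mean FPKM of at least 1, fry in place of camera, and other genes or another background for over-representation. Alternatives for normalised values alone did not apply, since counts were tested. Dividing the counts by 4, and limma on FPKM for the other results, were added after the data were examined. The miRNA arrays, the lactylation data and the rat, human and cell culture measurements were not analysed here.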

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

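The tests of nuclear copies, of the library with the fewest counts, of genomic DNA, of host genes and of genes with few counts were chosen only after the results were seen.

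The 13 mitochondrially encoded mRNAs, on which the paper does not report, were all higher in the HTG group, with a median log2 fold change of 1.21 (from 1.08 to 1.51; limma's camera, adjusted p = 1.84e-13 over the 15 lists). They took 6.31%, 4.82% and 5.18% of the counts in HFD libraries 1, 2 and 3 and 9.12%, 14.9% and 13.0% in HTG libraries 1, 2 and 3, so every HTG library lay above every HFD library. No single mRNA had an adjusted p under 0.05 over all genes tested (from 0.0538 to 0.0873, edgeR's quasi-likelihood test), against all 13 with an unadjusted p under 0.05, and adjusted over the list alone all 13 were under 0.05. In limma's fry test the p was 0.00518, and 0.0776 adjusted over the 15 lists. In the 6 fits that each left out 1 library the median stayed between 1.12 and 1.34. Gene length argues against being the whole cause: after each library's trend on gene length was removed, which moved 23.7% of all genes by over 0.1, the median was 0.97 and the fry p was 0.00758. Depth is argued against by HTG library 3, which had the fewest counts and a share of 13.0%. Nuclear copies of the mitochondrial genome, which carry counts of their own, did not fall as these mRNAs rose. With 6 such copies added to all rows of the mitochondrial chromosome, the HTG share stayed above the HFD share by 1.18 on the log2 scale. Among the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave a camera p as small, and 10 splits cannot give a share under 0.1. More mitochondria per liver cell is a possible explanation that cannot be told apart from the others here: the list of 28 nuclear-encoded oxidative phosphorylation genes had a median of -0.09 and a camera p of 0.281, with members going both ways (6 higher and 9 lower with an unadjusted p under 0.05), and without HTG replicate 1 it was lower, with a median of -0.31 and a camera p of 0.0207. The larger set of 107 genes of the KEGG entry Oxidative phosphorylation outside the mitochondrial genome pointed up (median 0.18, 61 higher), with an unadjusted p of 0.0309 in camera and of 0.138 in fry, so these sets leave the explanation open. HTG itself, RNA quality and the yield of poly(A) selection were not tested.

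Of the 2346 lncRNA genes and TEC genes (transcripts that await experimental evidence) that were tested, which the paper does not discuss, 336 were higher and 19 were lower in the HTG group past the volcano thresholds. They were 12.7% of the genes tested and 36.6% of the rises, with a median log2 fold change of 0.63. Their share of counts was 0.645%, 0.621% and 0.658% in the HFD libraries and 0.698%, 1.23% and 0.882% in the HTG libraries. HTG library 2 weighed most: without it, 208 were higher and 30 lower. The other fits that left out 1 library gave between 291 and 409 higher, and other scalings gave 319 (DESeq2's size factors) and 365 (upper-quartile). Low counts argue little, since 227 were higher and 12 lower among the 998 genes with a mean of at least 50 counts. After the length trend was removed, 275 were higher and 24 lower, and with every library thinned to the smallest total, 331 were higher and 18 lower. Unspliced reads from host genes would raise the genes that overlap a protein-coding gene of the same strand. Of those overlapping, 13.1% rose past the thresholds, and of those over 10000 bases from any such gene, 15.4% did. Genes of the opposite strand were not considered. Whether the counting used the strand is not stated, so this comparison cannot exclude unspliced reads from that strand. Genomic DNA would also reach the 485 sensory receptor genes (olfactory, vomeronasal and bitter taste), taken here as silent in liver. These did take more counts in the HTG libraries (59.6, 51.1 and 52.1 CPM, counts scaled to each library's total) than in the HFD libraries (23.3, 20.7 and 10.1 CPM). The rises of the lncRNA and TEC genes were larger than that level allows for their length by a median ratio of 6.59, with the sensory genes taken as 1 kb long, and 73.8% of the rises were over 3 times that level, so such reads could account for part of the rises. The real split was the 1 of 10 splits with as many of these genes changed one way, and 10 splits cannot give a share under 0.1. A response of nuclear or non-coding transcripts to HTG remains open as a hypothesis and was not tested.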

How the results depend on the processing

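The median log2 fold changes of lipid metabolic process and of Metabolic pathways kept their direction in every alternative that was run, with a camera p under 0.05, or a fry p under 0.05 where fry, which tests a set's own change, replaced camera. The tested genes of Fig. 2c kept the drawn direction, from 20 to 22 genes. No cause was tested for the changes below unless one is given.

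Genes with an adjusted p under 0.05 (1 higher and 1 lower) varied most. DESeq2 gave 1091 higher and 1310 lower, no filter 86 and 76, at least 10 counts in every library 369 and 315, and the fits without 1 library from 0 to 234 higher and from 0 to 419 lower, the most without HTG replicate 1. Many adjusted p-values lay just above the threshold, with 999 higher and 1002 lower under 0.1. Of the genes past the volcano thresholds in edgeR, 861 higher and 703 lower genes also passed them in DESeq2. The genes past those thresholds were 421 higher and 457 lower with limma on FPKM, of which 383 and 393 were shared, and 1 and 1 with an adjusted p. They ranged from 635 to 1169 higher and from 590 to 1275 lower without 1 library, the fewest of both without HTG replicate 2 and the most lower without HTG replicate 1.

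The over-representation of lipid metabolic process with both directions together (1.21) had an unadjusted p under 0.05 with no filter (1.71), DESeq2's size factors (1.23), all annotated genes as background (1.73) and in 4 of the 6 fits without 1 library (from 1.22 to 1.42, where all 6 ranged from 1.19 to 1.42), and with the block fit and limma on FPKM given below. Of the terms of Fig. 2b, 6 were over-represented for both directions and 10 for lower genes with no filter, 0 and 2 with at least 10 counts in every library, 0 for both with upper-quartile scaling, and 6 for both and 2 for higher genes against all annotated genes, and from 0 to 3 for both without 1 library. Of the pathways of Fig. 2e, 5 were over-represented for higher genes with no filter, 8 against all annotated genes, from 2 to 6 without 1 library, and from 6 to 12 for lower genes, the most without HTG replicate 1. With only the 2 genes at an adjusted p under 0.05 counted, the lipid ratios and every such number of terms and pathways were 0.

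Of the 15 lists, 6 had an adjusted camera p under 0.05. The number was 9 with no filter, 8 with DESeq2, 8 with the replicate number as a block, 7 with upper-quartile scaling and 5 with DESeq2's size factors. It was 3 with at least 10 counts in every library, from 4 to 8 without 1 library, and 0 under fry. Under fry, 4 of the 6 lists had an unadjusted p under 0.05. Over the lists, 11 camera calls were lost and 1 gained without 1 library, and 9 were lost with at least 10 counts in every library, upper-quartile scaling, the block fit or fry. HFD replicate 3 decided the direction of fatty acid synthesis and cholesterol synthesis, whose medians ranged from -2.04 to 0.12 and from -1.67 to 0.35 without 1 library, and moved red cells (from -0.44 to 0.60). Lists near 0 changed sign: male-biased genes (from -0.44 to 0.55 without 1 library), female-biased genes (from -0.53 to 0.20, and 0.35 with no filter) and exocrine pancreas (from -0.39 to 0.33). Acnat2 ranged from -0.80 to 0.07.

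With the replicate number as a block, 829 genes were higher and 695 lower past the volcano thresholds, and 0 and 0 had an adjusted p under 0.05. In that block fit the lipid ratio for both directions was 1.46, 5 pathways of Fig. 2e were over-represented for higher genes, and the medians of the circadian clock (-0.09), male-biased genes (0.11) and exocrine pancreas (-0.09) changed sign. The numbers do not pair the libraries: the deviations of same-numbered libraries from their group means correlated across genes at -0.13, -0.113 and 0.189.

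After the data were examined, the counts were also divided by 4, which gave 459 higher and 363 lower genes with an adjusted p under 0.05 over 14884 genes, 0 terms of Fig. 2b for both directions and 2 for lower genes, and 3 lists. Limma on FPKM, also added then for these results, gave 326 higher and 552 lower genes, a lipid ratio of 1.43, 0 terms of Fig. 2b for both directions and 1 for lower genes, 6 pathways of Fig. 2e for higher genes, 13 genes of Fig. 2d in the drawn direction among fewer genes tested, 3 lists, and medians of -0.16 for the circadian clock, 0.08 for male-biased genes and -0.09 for exocrine pancreas. Over the single genes named, 22 calls were lost and 2 gained at an unadjusted p under 0.05 in the fits without 1 library, and none in the other alternatives apart from the block fit, where 2 were lost and 1 gained. A fit without variance moderation and a pseudocount of 1, planned for normalised values only, were not run, since counts were tested. At 4 counts per fragment, genes under 12 counts in a group allow a bound only.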

Differences from the paper's values

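The paper gives 462 genes as increased, against 917 here at the thresholds of its volcano plot. Among the alternatives set before the data were examined, limma on FPKM gave 421 and the fit without HTG replicate 2 gave 635, each within 1.5 times the paper's number. DESeq2 (926), no filter (1169), at least 10 counts in every library (857), DESeq2's size factors (852), upper-quartile scaling (1019), the replicate block (829), the other fits without 1 library (from 829 to 1169) and an adjusted p (1) did not come that close.

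The paper states that lipid metabolism rose in the GO analysis. Here the genes of lipid metabolic process had a median log2 fold change of -0.31, with 12 genes higher and 54 lower past the thresholds, and no alternative that was run gave a rise. The paper states that the metabolic pathway was enhanced in the KEGG analysis. Here Metabolic pathways had a median of -0.23, with 37 genes higher and 117 lower. Oxidative phosphorylation and Thermogenesis were the pathways of Fig. 2e over-represented among higher genes, and they may share those genes, such as the mitochondrial mRNAs.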

Other observations

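The tests of leukocytes, of the share of counts taken by mitochondrial rows and of Glod4 were chosen only after the results were seen.

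The 15 lists fixed before the data were examined gave 6 with an adjusted camera p under 0.05. Mitochondrially encoded mRNAs were higher, and 5 lists were lower: glycolysis (median log2 fold change -0.66, 20 of 22 genes lower, adjusted camera p 1.85e-05), fatty acid oxidation (-0.69, 18 of 18, 0.00117), immediate early genes (-0.64, 10 of 15, 0.0246), bile acid synthesis (-0.39, 9 of 10, 0.0341) and cholesterol synthesis (-0.61, 20 of 20, 0.0435). Under fry, 0 lists had an adjusted p under 0.05, and the unadjusted fry p was under 0.05 for 4 of the 6, the exceptions being fatty acid oxidation and cholesterol synthesis. The median of fatty acid oxidation ranged from -1.28 without HTG replicate 1 to -0.19 without HFD replicate 2, where its camera p was 0.122. The study drew Fig. 2 genes that are also in these lists, such as Cpt1a and Ptgs2. Fatty acid synthesis (-1.59), leukocytes (-0.28) and the acute phase (0.69) did not pass the adjustment in camera (0.056, 0.0566 and 0.0781). Oxidative phosphorylation (-0.09), the circadian clock (0.12), male-biased (-0.09) and female-biased (-0.10) liver genes, red cells (-0.14) and exocrine pancreas (0.13, with 2 genes tested) had unadjusted camera p-values of 0.281, 0.917, 0.899, 0.982, 0.669 and 0.895. The acute phase median ranged from 0.07 without HTG replicate 3 to 1.16 without HTG replicate 2, and its camera p was also over 0.05 without HFD replicate 3 (0.143) and without HTG replicate 1 (0.102). That of leukocytes was over 0.05 without HFD replicate 1 (median -0.12), HFD replicate 3 (-0.17) or HTG replicate 3 (-0.14). Without HFD replicate 3, fatty acid synthesis had a median of 0.12 and cholesterol synthesis one of 0.35, so the direction of these falls rests on that library. Their camera p was also over 0.05 without HTG replicate 1 (0.257 and 0.218), and that of cholesterol synthesis without HTG replicate 2 (0.125). With limma on FPKM, an alternative chosen after the data were examined, the camera p was 0.221 for fatty acid synthesis and 0.137 for cholesterol synthesis. The median of the immediate early genes was -0.42 without HFD replicate 2, and their camera p was 0.135 without HTG replicate 1, 0.0541 with at least 10 counts in every library, and, in alternatives chosen after the data were examined, 0.0622 with counts divided by 4 and 0.118 with limma on FPKM. In 7 of the 10 splits of the libraries, at least as many lists passed.

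The lower values of lipid metabolic process genes were weighed against technical explanations. After the trend on gene length was removed, the camera p was 0.000142. Mitochondrial rows and their nuclear copies took a larger share of the HTG libraries, and the share left to all other genes differed by -0.14 on the log2 scale, before any scaling between libraries. The median of the set, -0.31, was below that, as it was in each of the 6 fits without 1 library. This median was taken after scaling between libraries, so it is not on the same scale as -0.14. A loss of share would lower all other genes alike, and after scaling the median of all genes tested was 0.03. The set still lay below the other genes in camera, so this loss is argued against as the cause of that difference. No single library decided it, since the largest camera p over the 6 fits without 1 library was 0.000254. More leukocytes in the HTG samples would raise the leukocyte list, whose highest median over those fits was -0.12. Some of these genes are also used by other cells, and shifts in cell types without a list here remain open. Of the 10 splits, 1 gave a camera p as small for lipid metabolic process and 3 for Metabolic pathways. The split that sets HFD library 1 with HTG libraries 2 and 3 came almost level for lipid metabolic process (camera p of 3.72e-05 against 3.4e-05 for the real split) and went below the real split for Metabolic pathways (0.000128 against 0.000249), so that lower metabolic genes may also follow differences between animals that the groups do not describe. For the over-representation of lipid metabolic process in 1 direction, 7 of the 10 splits gave a ratio as large, for the terms of Fig. 2b 8, for the pathways of Fig. 2e 1, for the Fig. 2c genes 3 and for the Fig. 2d genes 1. The real split was the 1 of 10 with as many genes past the volcano thresholds, where the others gave from 153 to 567 against 1633, and the 1 of 10 with as many at an adjusted p under 0.05. With 10 splits no share under 0.1 can be reached, so these shares alone decide nothing about chance. An effect of HTG remains open as a hypothesis beside differences between animals and between RNA preparations. RNA quality, the yield of poly(A) selection and genomic DNA were not tested for the lipid genes. Every HTG library had more of its counts on mitochondrial mRNAs and on sensory receptor genes than every HFD library, so such differences stay possible.

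Gemin4 lies within Glod4 on the same strand, and its counts of 464, 728 and 675 in the HFD libraries were 0, 7 and 5 in the HTG libraries. Reads counted on Glod4 instead would raise Glod4 by the 8.98 CPM (counts scaled to each library's normalised total) that Gemin4 lost. Glod4 changed by -1.5 CPM, from 27.2 ± 2.15 to 25.7 ± 0.739 (SD, n = 3 per group), so a shift of these reads to Glod4 is argued against, and the cause stays open.

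Chd4, Rcor1, Apoe, Acnat2 and miR-155 are also named in the paper's text. In these livers Chd4 had a log2 fold change of -0.40 (standard error 0.22), Rcor1 -0.22 (0.18), Apoe 0.50 (0.38) and Acnat2 -0.27 (0.40). Their adjusted p-values were 0.303, 0.478, 0.445 and 0.709 (edgeR's quasi-likelihood test). Without 1 library, Chd4 ranged from -0.66 to -0.28, Rcor1 from -0.34 to -0.13 and Apoe from 0.17 to 0.93. In the same test the unadjusted p was 0.013 for Chd4 without HTG replicate 1 (adjusted p = 0.0992). For Apoe it was 0.0332 without HFD replicate 2 (adjusted p = 0.208) and 0.0498 in the block fit (adjusted p = 0.238). The Mir155hg gene had 25, 2 and 4 counts in the HFD libraries and 4, 12 and 24 in the HTG libraries and did not pass the expression filter.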
